# CD117^+^ Dendritic and Mast Cells Are Dependent on RasGRP4 to Function as Accessory Cells for Optimal Natural Killer Cell-Mediated Responses to Lipopolysaccharide

**DOI:** 10.1371/journal.pone.0151638

**Published:** 2016-03-16

**Authors:** Saijun Zhou, Kumiko Tanaka, Meredith O’Keeffe, Miao Qi, Fatima El-Assaad, James C. Weaver, Gang Chen, Christopher Weatherall, Ying Wang, Bill Giannakopoulos, Liming Chen, DeMint Yu, Matthew J. Hamilton, Lislaine A. Wensing, Richard L. Stevens, Steven A. Krilis

## Abstract

Ras guanine nucleotide-releasing protein-4 (RasGRP4) is an evolutionarily conserved calcium-regulated, guanine nucleotide exchange factor and diacylglycerol/phorbol ester receptor. While an important intracellular signaling protein for CD117^+^ mast cells (MCs), its roles in other immune cells is less clear. In this study, we identified a subset of *in vivo*-differentiated splenic CD117^+^ dendritic cells (DCs) in wild-type (WT) C57BL/6 mice that unexpectedly contained RasGRP4 mRNA and protein. In regard to the biologic significance of these data to innate immunity, LPS-treated splenic CD117^+^ DCs from WT mice induced natural killer (NK) cells to produce much more interferon-γ (IFN-γ) than comparable DCs from RasGRP4-null mice. The ability of LPS-responsive MCs to cause NK cells to increase their expression of IFN-γ was also dependent on this intracellular signaling protein. The discovery that RasGRP4 is required for CD117^+^ MCs and DCs to optimally induce acute NK cell-dependent immune responses to LPS helps explain why this signaling protein has been conserved in evolution.

## Introduction

The four members of the Ras guanine nucleotide-releasing protein (RasGRP) family of intracellular signaling proteins in mice and humans activate small GTPases that participate in varied cellular processes [1,2]. RasGRP4 was initially cloned in a hunt for novel transcripts expressed by interleukin (IL)-3-dependent mouse bone marrow-derived mast cells (mBMMCs) [3]. A homology-based screening approach was then used to isolate its rat and human orthologs. All examined populations of mature CD117^+^ MCs contain RasGRP4 mRNA and protein [3–5].

Although RasGRP4 is not essential for the development of granulated MCs in mice, this signaling protein participates in the release of some of the cell’s pro-inflammatory mediators [6–9]. RasGRP4 is more restricted than RasGRP1, RasGRP2, or RasGRP3. Of the ~9 million expressed sequence tags (ESTs) in the human database, only 14 RasGRP4 ESTs have been isolated from normal human tissue. While most of these were from the bone marrow where MC-committed progenitors reside, two were from the spleen. Because MCs are rarely found in the spleens of normal mice and humans, the latter EST data raised the possibility that another immune cell that constitutively resides in the spleen expresses this signaling protein.

Using a homologous recombination approach, we recently created a RasGRP4-null C57BL/6 (B6) mouse line [9]. We then showed that experimental arthritis and colitis were markedly reduced in these transgenic animals relative to that of wild-type (WT) B6 mice. Despite the adverse roles of RasGRP4 in two inflammatory disease mouse models, the fact that humans have a functional RasGRP4 gene implies that this signaling protein has been conserved for >85 million years because of its importance to our survival in some way.

CD117/KIT [10,11] is a tyrosine-kinase receptor expressed on the outer surfaces of hematopoietic stem cells. It recognizes the membrane-bound cytokine KIT ligand/stem cell factor [12,13]. In most mature hematopoietic cells, the expression of CD117 is lost during the final stages of differentiation. Nevertheless, some populations of dendritic cells (DCs) retain their expression of CD117 throughout their development [14,15], analogous to mature MCs [16]. The latter granulocytes [17] and DCs [18,19] can function as accessory cells in inflammation and innate immune responses, in part, by inducing natural killer (NK) cells to acutely increase their expression of interferon-γ (IFN-γ) and other pro-inflammatory cytokines. The expression and release of IFN-γ by DC-stimulated NK cells is important in combating pathogens while adaptive immune responses are being primed, and CD117 is important for these responses [20].

The presence of infectious agents can be sensed by DCs which, in turn, activate NK cells in contact-dependent and -independent manners. MCs also can sense pathogens via their complement and Toll-like receptors (TLRs) [21,22], and some of the cell’s exocytosed mediators have beneficial roles in infections (for review [23]). Despite these data, the factors and mechanisms that are responsible for optimal DC- and MC-NK cell crosstalk remain to be elucidated at the molecular level. We now demonstrate beneficial roles for RasGRP4 in different arms of innate immunity triggered by lipopolysaccharide (LPS)-TLR-signaling pathways.

## Materials and Methods

### Mice

WT B6 mice were obtained from the Animal Resources Centre (Perth, Australia). The creation of the RasGRP4-null B6 mouse line by us has been previously described [24]. These transgenic mice were initially housed in the Australian BioResources Facility in Moss Vale, Australia. However, both populations of B6 mice were housed in the Animal Facility at the University of New South Wales at least one wk before experimentation. All animal studies were approved by the Animal Ethics Committee of the University of New South Wales, Sydney, Australia. As mandated by our Institution, the method of euthanasia of the mice used in this study consisted of anesthesia (5% isoflurane) followed by cervical dislocation.

### Isolation of NK cells, CD117^-^ cells, and CD117^+^ cells from the mouse’s spleen

Splenocytes from 9–12 wk-old male WT and RasGRP4-null B6 mice were isolated by teasing dispersed spleens through a nylon mesh with 70-μm pores (BD Biosciences, San Jose, CA) in RPMI-1640 medium containing 10% fetal calf serum, 100 U/mL penicillin, 100 μg/mL streptomycin, and 2 mM L-glutamine. In each instance, the resulting single-cell suspension was washed twice with the above medium and the total number of cells was determined using a hemocytometer.

A magnetic-bead antibody (Ab) separation approach using StemCell Technologies’ EasySep kit (Vancouver, Canada) was employed to purify NK cells from the dispersed mouse spleen by negative selection [25]. Cell suspensions of splenocytes were washed twice and incubated with a cocktail of biotinylated Abs that recognize non-NK cells. This was followed by the EasySep® biotin selection procedure. The resulting cells were suspended in enriched RPMI medium at a density of 5 x 10^6^ cells/mL. Their purity was assessed by flow cytometry using anti-NK1.1 and anti-CD3 Abs.

Splenocytes from naïve WT and RasGRP4-null B6 mice also were segregated based on their surface expression of CD117. To obtain these two populations of cells in each mouse strain, 1 x 10^7^ splenocytes were suspended in 1 mL of phosphate buffered saline (PBS) containing 2 mM EDTA and 2% fetal calf serum. The cells suspension were incubated with rat anti-mouse CD16/CD32 Ab (BD Biosciences) to block the non-specific binding of immunoglobulins to Fcγ receptors. Following the addition of a biotinylated rat anti-mouse CD117 Ab (BD Biosciences), each cell suspension was incubated for 15 min at 4˚C. The treated cells were washed twice, and then suspended in 70 μL of the above buffer containing magnetic microbeads conjugated to monoclonal anti-biotin antibody (Miltenyi Biotec, Bergisch Gladbach, Germany).

After a 15-min incubation at 4˚C, the cell suspensions were washed twice with buffer and then loaded onto a MACS® column, which was placed in the magnetic field of a MACS separator (Miltenyi Biotec). The CD117^-^ non-labeled splenocytes that failed to bind to the column were washed and suspended in serum-enriched RPMI-1640 medium at a cell density of 5 x 10^6^ cells/mL. The CD117^+^ splenocytes that bound to the column were liberated by switching off the magnetic field, followed by washing the column and the liberated cells with medium. The CD117^+^ and CD117^-^ splenocytes were also magnetically separated using the EasySep™ mouse CD117^+^ selection kit (Miltenyi Biotec) that employs a phycoerythrin-labeling reagent that recognizes the tyrosine kinase receptor on the surfaces of cells.

Monoclonal Abs were used that recognize numerous proteins on the surfaces of the CD117^-^ and CD117^+^ splenocytes obtained from WT and RasGRP4-null B6 mice. Single cell suspensions were initially exposed to a rat anti-mouse CD16/CD32 Ab (BD Biosciences) to block non-specific antibody binding to Fcγ receptors. A panel of fluorochrome-conjugated Abs (S1 Table) was then used in varied combinations to phenotype the different populations of immune cells in the spleens of WT and RasGRP4-null mice. Surface marker staining was performed using a modification of a previously described method for the staining of mononuclear cells [26]. Briefly, enriched CD117^+^ and CD117^-^ splenocytes were incubated for 30 min in the dark on ice in 20 μL of PBS containing 0.5% bovine serum albumin, 0.1% sodium azide), and 2 mM EDTA in the presence of different combinations of Abs that recognize CD1d, CD3, CD4, CD8, CD11b, CD11c, CD14, CD21/CD35, CD25, CD45R, CD117, NK1.1, and Gr-1 (BD Biosciences and Miltenyi Biotec).

### Isolation of splenic DCs and evaluation of their expression of RasGRP4

DCs were isolated from the spleens of WT and RasGRP4-null mice employing a widely used procedure [27,28]. Briefly, spleens were digested with DNase and collagenase, and the resulting cells were collected after centrifugation in 1.08 g/mL Nycodenz to remove contaminating granulocytes which were of higher density than DCs. The resulting cells were then incubated with a depletion cocktail containing a combination of rat mAbs that recognize mouse CD19, CD3, Thy1.1, TER-119, and Ly6G. The non-DC populations of cells were removed using anti-rat IgG magnetic beads (Qiagen Inc, Valencia, CA). DCs also were magnetically isolated using the EasySep™ mouse pan-DC enrichment kit that contains biotinylated antibodies against cell surface antigens expressed on non-DCs.

For RasGRP4 immunostaining, a rabbit anti-mouse RasGRP4 Ab we previously generated against a novel 12-mer peptide sequence in the signaling protein [5] was used with the BD Intrasure kit (BD Biosciences, Franklin Lakes, NJ), according to the manufacturer's instructions. After the cells were exposed to the relevant Abs, they were fixed with Reagent A, followed by BD FACS lysing solution (BD Biosciences). They were permeabilized with Reagent B and stained with the rabbit anti-mouse RasGRP4 Ab [5] for 30 min, followed by Alexa488-labeled anti-rabbit IgG (Life Technologies, Carlsbad, CA). The characteristics of the other conjugated Abs used in the flow cytometry analyses are listed in the S1 Table. In each of these experiments, ~20,000 cells per sample were analyzed using a FACS Calibur flow cytometer (BD Biosciences). The obtained data were analyzed using FlowJo software (Tree Star Inc, Ashland, OR).

### Expression of cytokines and chemokines by LPS-activated NK cells, CD117+ splenocytes, and the co-cultured cells

Initially, 5 x 10^6^ unfractionated splenocytes were cultured at 37°C and 5% CO_2_ in 1 mL of RPMI medium in the absence or presence of 1 μg/mL of LPS (*E*. *coli* strain O111:B4; Sigma-Aldrich, St. Louis, MO) for 24 or 48 h. Purified NK cells were also co-cultured with CD117^+^ splenocytes, each at 5.0 x 10^5^ cells in 100 μL of RPMI medium. The cells were mixed in U-bottom 96-well plates (Greiner Bio-One, Frickenhausen, Germany), and then incubated in the presence of 1 μg/mL of LPS (Sigma-Aldrich).

Transwell experiments were next performed using 48-well plates containing 0.4-μm pore cut-off membranes (Corning, New York) to prevent physical contact between different populations of cells. For these experiments, purified NK cells and purified CD117^+^ splenocytes from naïve B6 mice were cultured at ratios of 1:1 and 1:2 for 24 and 48 h, respectively, in the absence or presence of 1 μg/mL LPS. The latter cells from WT mice were placed in the lower chamber, whereas the purified NK cells from WT mice were placed in the upper chamber. Following this step, the cells and supernatants were separated by centrifugation (2000 x g for 5 min). The supernatants were stored at -80°C until the levels of cytokines and chemokines could be measured.

The levels of IL-2, IL-4, IL-6, IL-10, IL-12p70, IL-17A, IFN-γ, chemokine (C-C motif) ligand 2 (CCL2), and tumor necrosis factor (TNF)/TNFSF4 were determined using BD Biosciences’ cytometric bead array kit for mouse Th1/Th2/Th17 cytokines and chemokines and the mouse inflammation kit for inflammation cytokines, according to the manufacturer’s instructions. Standard curves were determined for each cytokine and chemokine from 20 to 5,000 pg/mL. The acquired data were analyzed with the FCAP Array software (Soft Flow Hungary, Kedves, Hungary) by applying the four-parameter-curve fit option. The minimum detection levels for IL-2, IL-4, IL-6, IFN-γ, TNF/TNFSF4, IL-17A, and IL-10 in the mouse Th1/Th2/Th17 cytokine kit were 0.1, 0.03, 1.4, 0.5, 0.9, 0.8, and 16.8 pg/mL, respectively. The minimum detection levels for IL-6, IL-10, CCL2, IFN-γ, TNF/TNFSF4, and IL-12p70 in the mouse inflammation kit were 5.0, 17.5, 52.7, 2.5, 7.3, and 10.7 pg/mL, respectively. The Bio-plex Pro^TM^ mouse cytokine GrpI panel 23, the Bio-plex Pro^TM^ mouse cytokine GrpII panel 9, and the Bio-Plex 200 System (Bio-Rad Laboratories, Hercules, CA) were used to detect those cytokines which were expressed when B6 mouse CD117^+^ splenocytes were exposed to LPS. The detection concentration range of these two kits was 0.2–32,000 pg/mL.

After 24 h of stimulation with 1 μg/mL of LPS, the treated DC-rich CD117^+^ splenocytes from WT and RasGRP4-null B6 mice were evaluated for the presence of IFN-γ using a Miltenyi Biotec cytokine detection kit. For the latter assay, the cells were incubated for 10 min with an IFN-γ-specific Ab conjugated to allophycocyanin. To identify the primary IFN-γ-expressing cells in the splenocyte preparations, the LPS-treated cells were stained with anti-CD3, anti-CD11b, anti-CD45R, anti-NK1.1, or anti-Gr-1 Abs, followed by propidium iodide or 7-aminoactinomycin D. They were washed twice with PBS containing 0.5% bovine serum albumin, 0.1% azide, and 2 mM EDTA, and then analyzed on a FACS Canto II flow cytometer.

### Generation of mBMMCs and co-culture of these non-transformed MCs with mouse NK cells and CD117^-^ splenocytes

Bone marrow cells from the femurs and tibias of WT and RasGRP4-null B6 mice were cultured at 37°C in a 5% CO_2_ incubator at a starting density of 5 x 10^5^ cells/mL in RPMI-1640 medium (Invitrogen, Carlsbad, CA) supplemented with 10% heat inactivated fetal calf serum (Invitrogen), 100 U/mL penicillin, 100 μg/mL streptomycin, 2 mM L-glutamine, 0.1 mM non-essential amino acids, 50 μM 2-mercaptoethanol, and 10 ng/mL recombinant mouse IL-3 (R&D Systems, Minneapolis, MN), as previously described [29]. The culture medium was changed every 3 d. After 4 wk of culture, we and others previously showed that >98% of the cells in the resulting cultures were MCs as assessed by their surface expression of FcεRI, IL-33, and CD117, and by the presence of histamine, serglycin proteoglycans, mouse MC protease (mMCP)-5, mMCP-6, and MC carboxypeptidase A3 in their secretory granules [29–33].

Different combinations of mBMMCs, mouse CD117^-^ splenocytes, and enriched mouse NK cells (each at 2.5 x 10^5^ cells in 50 μL of RPMI medium) were placed in U-bottom 96-well plates (Greiner Bio-One, Frickenhausen, Germany) and then incubated in the absence or presence of 1 μg/mL of LPS (Sigma-Aldrich). Following this step in each experiment, the cells and supernatants were separated by centrifugation. The supernatants were stored at -80°C until their cytokine and chemokine levels could be measured as described above. In contrast, the LPS-treated cells were immediately subjected to flow cytometry.

### Transcript analyses of DC-rich CD117^+^ splenocytes from WT and RasGRP4-null mice before and after exposure to LPS

DC-rich CD117^+^ splenocytes were isolated from male WT (n = 5) and RasGRP4-null (n = 5) B6 mice, as indicated above. Five million CD117^+^ splenocytes/mL were challenged with 1 μg/mL of LPS for varying times (0, 12, 24, 36, and 48 h). At each time point, the treated cells were processed for RNA extraction with the RNeasy® Plus Mini kit (Qiagen Inc), according to the manufacturer's instructions. Total RNA was isolated and its purity in each instance was determined. An aliquot of each sample was subjected to gel electrophoresis to confirm the presence of intact 18 and 28S rRNA.

The ‘One-Cycle Eukaryotic Target Labeling Assay Protocol’ recommended by Affymetrix was used by the Clive and Vera Ramaciotti Centre (University of New South Wales, Sydney, Australia) to generate the biotin-labeled cRNAs that were hybridized to Affymetrix MoGene-2.0-st Exon/Gene arrays (Affymetrix, Santa Clara, CA). Before the microarray analyses, the amount and quality of the generated cRNAs were determined on an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA).

Ten GeneChips were used in these microarray experiments (namely DC-rich CD117^+^ splenocytes from WT and RasGRP4-null mice cultured in the absence or presence of LPS for 12, 24, 36, and 48 h). The resulting data were analyzed using Affymetrix® Expression Console™ Software (Affymetrix), as well as by a more stringent multi-step approach [34]. In the latter method, the microarray data from the 10 samples were first normalized to that of the transcript that encodes glyceraldehyde 3-phosphate dehydrogenase (GAPDH). 

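Gapdh, a glycolytic enzyme, had its lowest intensities in the untreated cells. Its PLIER value was 1633 in the CD117+ splenocytes from WT mice and 1487 in those from RasGRP4-null mice at 0 h. After 12 to 48 h of LPS it ranged from 3332 to 3893 in WT cells and from 2815 to 3871 in RasGRP4-null cells. The factors by which the authors scaled each array to GAPDH were over 2 in both genotypes at 0 h (2.24 for WT), and ranged from 1.00 to 1.15 (WT) and from 1.01 to 1.31 (RasGRP4-null) after LPS. Actb, which encodes cytoskeletal actin, had PLIER values of 2666 and 2671 at 0 h and of 2536 to 3158 after LPS. On the scale log2(PLIER value + 16), the mean of the 4 LPS time points was above 0 h by 1.11 (WT) and 1.19 (RasGRP4-null) for Gapdh, and by 0.10 and 0.11 for Actb. The median of this difference over all probe sets was -0.03 (WT) and 0.08 (RasGRP4-null) before the normalization to GAPDH and -0.70 and -0.59 after it. The names of the deposited PLIER columns carry the term Sketch, so the arrays may already have been brought to similar distributions. A median near 0 on the PLIER scale may then come from that processing. The median log2 change of 12 measured reference genes other than Gapdh, Actb included, was 0.23 on the PLIER scale and -0.83 on the GAPDH-normalized scale. The Gapdh probe set is annotated with 21 gene symbols.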

To minimize false positives and negatives, we decided that the level of a transcript in a LPS-treated splenocyte sample had to be >1% that of the latter housekeeping transcript to be considered present. Its level then had to be >3.6 higher (or lower) than that in the untreated splenocytes. The latter arbitrary cut-off value was chosen based on a maximal 3.6-fold difference in the levels of the CD117 transcript in the ten samples (see S2 Table).

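Kit, which encodes CD117, had its highest GAPDH-normalized values in the untreated cells, 654.3 in WT and 691.3 in RasGRP4-null splenocytes. Its lowest values were 153.4 in WT and 184.4 in RasGRP4-null cells, both at 24 h of LPS, and the values at 48 h were 290.2 and 308.7. The highest of the 10 values was 4.51 times the lowest, and among the 5 WT arrays this ratio was 4.27. On the PLIER scale Kit ranged from 133.4 to 333.9, a ratio of 2.50. In limma, Kit fell at 24 h against 0 h (log2 change -0.83, standard error 0.189, adjusted p = 0.00314). The mean of 12 to 48 h against 0 h was also lower (-0.41, standard error 0.150, adjusted p = 0.0312). That call was lost when the WT array of 0 h or 24 h, or the RasGRP4-null array of 24 h or 48 h, was left out, and the 10 values so obtained ranged from -0.63 to -0.18.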

### Blocking Experiment

Enriched NK cells and DC-rich CD117^+^ splenocytes from WT mice were cultured in a 96-well plate at a density of 5 x 10^6^ cells/mL in the ratio of 1:1 in the presence of 20 μg/mL of a rat Ab directed against TNFSF4 (eBioscience). Supernatants were collected by centrifugation at 250 x g for 10 min and the levels of IFN-γ were measured as described above.

### LPS treatment of WT and RasGRP4^-/-^ mice, and detection of intracellular IFN-γ in their peripheral blood mononuclear cells and splenocytes

Age-matched male WT and RasGRP4-null B6 mice were given by intravenous injection pyrogen-free saline lacking or containing LPS (*E*.*coli* LPS, serotype 0111:B4) Sigma-Aldrich) at 2 μg/g mouse body weight. One hundred and fifty min later, the treated mice were euthanized, and approximately 1 mL of whole blood was collected by cardiac puncture with a syringe containing 10 μL of 250 mM EDTA. The levels of IFN-γ, IL-6, IL-10, IL-12p70, TNF/TNFSF4, and CCL2 in each animal’s plasma were measured.

The cells in the peripheral blood of each mouse were also obtained for cytokine and chemokine analyses. For these experiments, ~1 mL of whole mouse blood was collected immediately after euthanasia by cardiac puncture with a syringe containing 10 μL of 250 mM EDTA. Each blood sample was centrifuged at 200 x g for 15 min. The resulting cell pellets were exposed to erythrocyte-lysis buffer (Sigma-Aldrich) for 2 min to remove contaminating erythrocytes. Each cell suspension was then washed twice with PBS. Total cell numbers were determined using a hemocytometer. The resulting peripheral blood cells and splenocytes were evaluated for IFN- γ expression using a Miltenyi Biotec’s mouse cytokine detection kit (Miltenyi Biotec). To identify the primary IFN-γ-expressing cells in the peripheral blood and spleen, the IFN-γ^+^ cells were stained with anti-CD3, anti-CD11b, anti-CD45R, anti-NK1.1, anti-CD4, and anti-CD8 Abs, followed by 7-aminoactinomycin D.

### Statistical analysis

The relevant parametric data sets were compared by paired two-tailed Student's t test using Graph Pad Prism 5 software (Graph Pad, San Diego, CA). Probability (p) values of < 0.05 were considered statistically significant.

## Results

### Evaluation of the percentages of B cells, DCs, T cells, and NK cells in the peripheral blood, spleen, and/or thymus of WT and RasGRP4-null B6 mice

Although all examined mouse and human MCs expressed RasGRP4 [3,5], we previously showed that there was no decrease in the numbers of mature MCs in the skin and peritoneal cavities of our RasGRP4-null B6 mice, as well as their committed progenitors in the bone marrow [9]. Nevertheless, RasGRP1 is essential for the development of mature T cells [35], and both RasGRP1 and RasGRP3 participate in B cell development and proliferation [36]. In order to determine whether or not RasGRP4 is essential for the development of B cells, DCs, T cells, and/or NK cells, we quantitated the numbers of these hematopoietic cells in the peripheral blood, spleen, and/or thymus of WT and RasGRP4-null B6 mice. There was no significant difference in the weights of the spleen [60.3 ± 11.5 mg in WT mice versus 74.0 ± 22.6 mg in RasGRP4-null mice (mean ± SD, n = 5, p = 0.51)] or thymus [57.4 ± 6.8 mg in WT mice versus 72.2 ± 24.3 mg in RasGRP4-null mice (mean ± SD, n = 4, p = 0.57)].

Flow cytometry was performed on the cells from the peripheral blood, spleen, and thymus of WT and RasGRP4-null B6 mice using Abs (S1 Table) that recognize B cells, DCs, T cells, and NK cells. The percentages of B cells, conventional DCs (cDCs), and plasmacytoid DCs (pDCs) in the peripheral blood and spleens of the two mouse strains were similar (n = 6) (Fig 1). Likewise, no significant differences were found in the percentages of the CD3^+^/CD4^+^ or CD3^+^/CD8^+^ mature T cells in the peripheral blood, spleen, or thymus of the two mouse strains. Finally, there was no difference in the numbers of splenic NK1.1^+^ cells in WT and RasGRP4-null mice (data not shown). Targeted inactivation of the RasGRP4 gene therefore did not lead to noticeable deficiencies in the number and distribution of B cells, DCs, T cells, and NK cells in the transgenic B6 mouse line.

**Fig 1:**
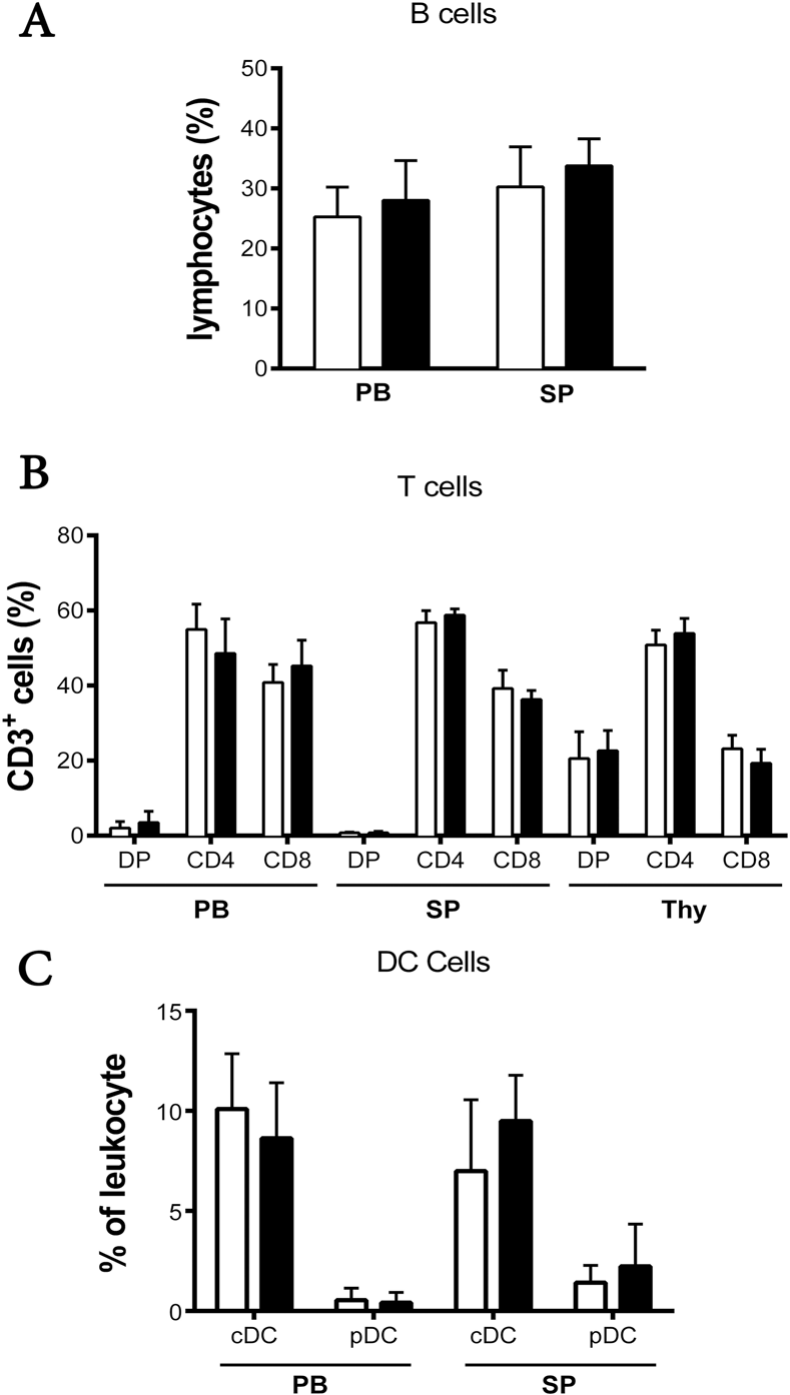
Percentages of B cells, T cells, and DCs in the peripheral blood, spleen, and thymus of RasGRP4-null and WT B6 mice. Flow cytometry was performed on the peripheral blood cells, splenocytes, and thymocytes from RasGRP4-null and WT B6 mice using specific Abs. The numbers represent the percentage of gated cells staining positive for their appropriate surface markers. (A) The B cells in the peripheral blood and spleen were gated from the viable lymphocyte gate from forward scattered light (FSC) vs. side scattered light (SSC). Most of these B cells had a B220^+^/CD23^+^/CD21^+^ phenotype. (B) T cells were identified from the lymphocyte gate based on their CD3^+^/CD4^+^, CD3^+^/CD8^+^, or CD3^+^/CD4^+^/CD8^+^ surface phenotypes. (C) cDCs and pDCs were defined as CD11c^+^/CD45R^low^ and CD11c^+^/CD45R^high^, respectively. Data are the mean ± SD, n = 6 of WT (□) and RasGRP4-null (■) mice per group, in at least 4 experiments. * = p< 0.05. PB, peripheral blood; SP, spleen; DP, double positive; and Thy, thymus.

### Attenuated LPS-mediated expression of IFN-γ in the unfractionated splenocytes of RasGRP4-null mice

RasGRP4 participates in the expression and release of cytokines from mBMMCs exposed to phorbol 12-myristate 13-acetate [9]. RasGRP4 ESTs have been isolated from normal human spleen (see UniGene Hs.130434), and RasGRP3 participates in TLR signaling pathways in macrophages [37]. Moreover, MCs express LPS-responsive TLRs [21,22]. Thus, to determine whether or not RasGRP4 plays a significant role in the expression of cytokines following LPS engagement of the TLRs on any of the cell types in the spleen, we assayed for a panel of cytokines following LPS stimulation of unfractionated splenocytes from WT and RasGRP4-null B6 mice.

As anticipated, the bacterial product induced the unfractionated splenocytes from WT mice to generate large amounts of IFN-γ, IL-6, CCL2, and TNF/TNFSF4 relative to the unfractionated splenocytes from WT mice that did not encounter LPS (Fig 2A–2D). Although the levels of IL-6, TNF/TNFSF4, and CCL2 were modestly reduced in the splenocytes of the corresponding RasGRP4-null mice that encountered LPS for 24 or 48 h, the data were not statistically different from that of the treated WT mouse splenocytes. In contrast, there was a marked difference in the levels of IFN-γ produced by the unfractionated splenocytes from RasGRP4-null mice that encountered LPS for 48 h relative to similarly treated splenocytes from WT mice (540 ± 270 pg/mL versus 3160 ± 530 pg/mL, mean ± SD, n = 4, p = <0.005) (Fig 2B). 

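RNA of CD117+ splenocytes purified from 5 WT and 5 RasGRP4-null B6 mice was hybridized to Affymetrix mouse gene arrays before LPS (0 h) and after 12, 24, 36 and 48 h in 1 µg/ml LPS. There were 10 arrays, 1 for each genotype and time point, so that no condition was replicated, and none held cells cultured for the same time without LPS. The time points follow the titles of the arrays and the columns of the deposited tables; the design text of the series names 6 h in place of 36 h, and the source names of 3 RasGRP4-null arrays give an earlier time point than their titles. The authors computed intensities with PLIER in Expression Console and multiplied each array by a factor that brings Gapdh to a common level. Over 41345 probe sets the median PLIER value of an array ranged from 24.6 to 28.6. Single transcripts are given as GAPDH-normalized intensity per array, the scale of the paper, and as a percent of Gapdh on the same array. A value was called above background when it exceeded the 95th percentile of 1089 olfactory receptor probe sets on that array. For tests, limma was fitted to log2(PLIER value + 16) with genotype and time point as additive terms (4 residual degrees of freedom), so that the spread is that of the genotypes around a shared time course. It covered 11186 genes with a PLIER value of at least 50 on at least 2 arrays. The time points of a genotype may share a cell preparation, so a p-value describes these preparations and not a population of mice. The number of arrays limits the precision.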

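Ifng, which encodes IFN-γ, rose and then fell back in WT cells. Its GAPDH-normalized intensity was 74.5 before LPS, 548.1 at 12 h, 300.0 at 24 h, 108.7 at 36 h and 78.5 at 48 h. These are 7.36 times the untreated value at 12 h, 4.03 times at 24 h and 1.05 times at 48 h. The untreated WT value was below the background level and the later ones above it, so that the folds rest on a value that cannot be read exactly. On the PLIER scale the WT value went from 33.3 at 0 h to 260.9 at 24 h, a fold of 7.85. In limma, which takes both genotypes together, Ifng rose at 24 h against 0 h by 1.82 on the log2 scale (standard error 0.295, adjusted p = 3.22e-04) and over the mean of 12 to 48 h by 1.54 (standard error 0.233, adjusted p = 1.34e-04).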

In support of these protein data, the CD117^+^ splenocytes from WT mice markedly increased their levels of the IFN-γ transcript 24 h after they encountered LPS (S2 and S3 Tables; the raw microarray data also can be found at the Gene Expression Omnibus database at accession number GSE69011). This did not occur in the LPS-treated CD117^+^ splenocytes from RasGRP4-null mice (Fig 2B). 

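In RasGRP4-null cells the GAPDH-normalized intensity of Ifng was 117.3 before LPS, 333.3 at 12 h, 128.4 at 24 h, 87.2 at 36 h and 82.0 at 48 h. Against the untreated RasGRP4-null cells this was 2.84-fold at 12 h, 1.09-fold at 24 h and 0.699-fold at 48 h. The 24 h value was 2.61-fold on the PLIER scale and 2.05-fold after quantile normalization. RasGRP4-null cells had more Ifng transcript than WT cells at 0 h and less at 12, 24 and 36 h. Neither test of this difference passed the threshold. The difference between the genotypes over all 5 time points was -0.37 on the log2 scale (standard error 0.186, adjusted p = 0.608 from limma). The LPS response, averaged over 12 to 48 h, differed in RasGRP4-null cells from that in WT cells by -0.95 (standard error 0.377, adjusted p = 0.579 from limma's interaction term). Both tests average over time points. The difference at 24 h alone, the time the paper gives, rests on 1 array per genotype and was not tested. In data with changes planted in genes picked at random, the interaction term recovered 53.7% of the differences of 1 on the log2 scale and 100% of those of 2. Each planted change was the same at all LPS time points. The Ifng difference varied between time points, and its residual standard deviation was 0.44 (log2), so these shares need not hold for Ifng.

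**Figure D1:**
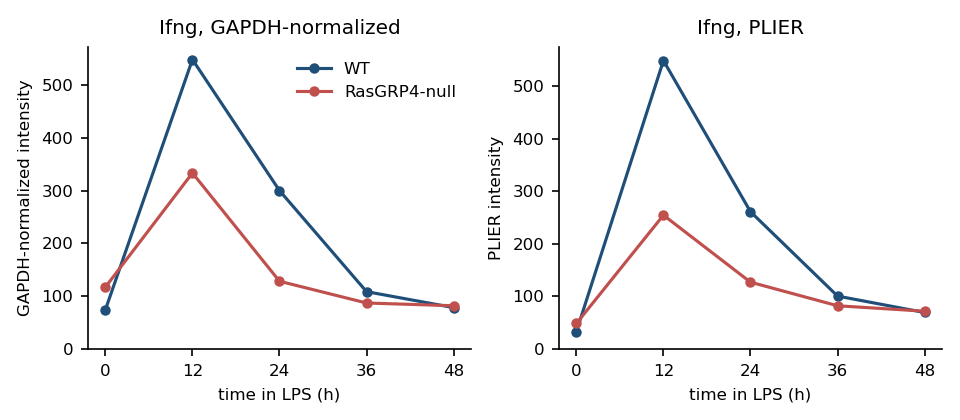
Ifng in CD117+ splenocytes from WT and RasGRP4-null mice by time in LPS (h), as GAPDH-normalized intensity (left) and PLIER intensity (right), 1 array per point. The WT line peaks at 548.1 and the RasGRP4-null line at 333.3 (left), both at 12 h.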

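Rasgrp4, the gene deleted in the null mice, was above the background level in 1 of the 10 arrays, that of untreated WT cells. Its GAPDH-normalized intensity in WT cells was 193.6 before LPS (5.29% of Gapdh), 25.4 at 12 h, 23.8 at 24 h, 25.8 at 36 h and 26.2 at 48 h (0.620% to 0.678% of Gapdh). In RasGRP4-null cells it was 40.3 before LPS and between 24.0 and 31.0 afterwards. On the PLIER scale the WT value went from 86.4 at 0 h to between 20.7 and 25.4 afterwards. After LPS the WT and RasGRP4-null arrays therefore could not be told apart by this transcript. It was not tested with limma, since it reached a PLIER value of 50 on 1 array.

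**Figure D2:**
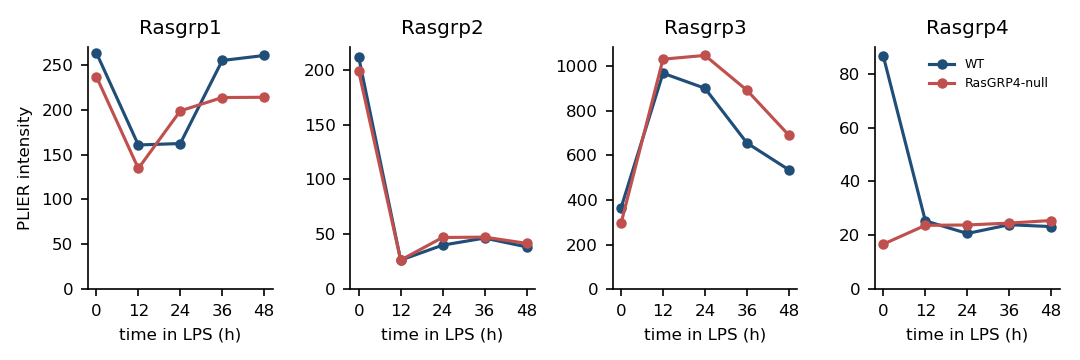
PLIER intensity of Rasgrp1, Rasgrp2, Rasgrp3 and Rasgrp4 by time in LPS (h) in CD117+ splenocytes from WT and RasGRP4-null mice, 1 array per point. For Rasgrp4 the untreated WT array stands at 86.4 and the other 9 at 25.5 or lower.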

Interestingly, the levels of the RasGRP4 transcript in the DC-rich CD117^+^ splenocytes from WT B6 mice decreased markedly 12–48 h after these cells encountered LPS (S2 Table).

**Fig 2:**
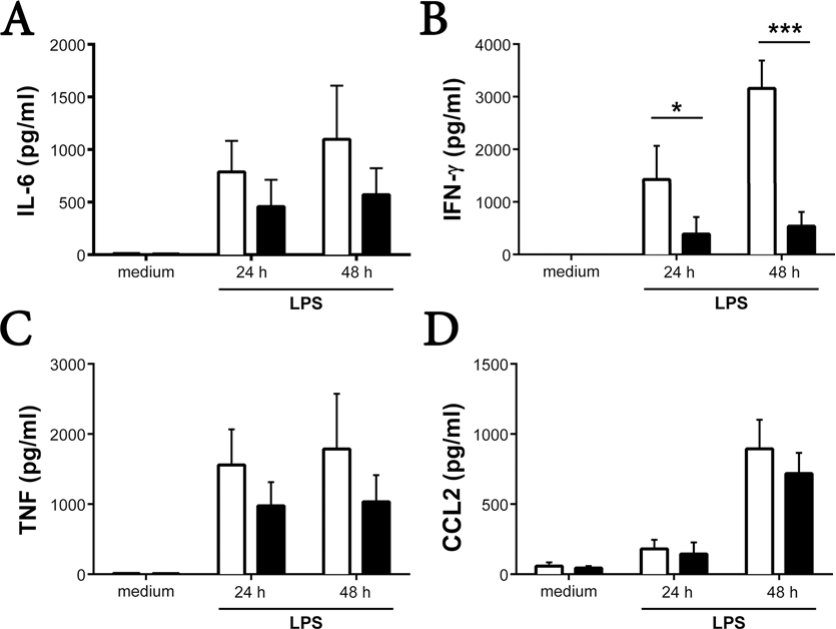
Pro-inflammatory cytokine production by unfractionated splenocytes in response to LPS. Unfractionated splenocytes from WT (□) and RasGRP4-null (■) mice were incubated for 24 or 48 h in the presence of 1 μg/mL of LPS. (A-D) The levels of IL-6 (A), IFN-γ (B), TNF/TNFSF4 (C), and CCL2 (D) were determined in the resulting supernatants. For negative controls, splenocytes from the two groups of mice were cultured 48 h in medium lacking LPS. The bar graphs represent the mean data ± SD, n = 4 (A-C) and n = 3 (D). * = p < 0.05, *** = p < 0.0005.

IL-10 inhibits the production of IFN-γ when the splenocytes from WT mice are exposed to LPS, whereas IL-12 promotes the production of this anti-viral cytokine [38]. The levels of IL-12 protein (as well as the levels of IL-2, IL-4, and IL-17A) were below detection in the supernatants of LPS-stimulated splenocytes from both populations of B6 mice. Moreover, the LPS-treated splenocytes from these mice produced similar levels of IL-10, whether examined at the 24- or 48-h time points (data not shown). The RasGRP4-dependent expression of IFN-γ in the LPS-treated splenocytes from the two B6 mouse strains therefore did not appear to be a secondary consequence of altered expression of IL-2, IL-4, IL-10, IL-12, IL-17A, or CCL2.

### NK cells from WT mice express higher levels of IFN-γ after LPS-stimulation of undefined accessory cells in the spleens of WT mice but not RasGRP4-null mice

DCs can induce quiescent NK cells to markedly increase their expression and release of IFN-γ [39]. In order to evaluate the importance of RasGRP4 in IFN-γ production in direct and indirect manners (Fig 2B), we first used flow cytometry and the Miltenyi Biotec mouse IFN-γ secretion assay to identify the major cell type in the spleen that produced this cytokine following LPS challenge. Markedly fewer IFN-γ^+^/CD3^-^/NK1.1^+^ cells were found in the spleens of LPS-treated RasGRP4-null mice relative to WT mice (12.4 ± 2.5% versus 31.7 ± 3.6%, mean ± SD, n = 6, p<0.0005) (Fig 3). Based on these data, we concluded that the NK cells in the spleen of the naïve WT B6 mouse are the primary cells that generate IFN-γ in response to LPS challenge. Nonetheless, our data indicated the presence of an undefined RasGRP4^+^ accessory cell(s) in that same organ.

**Fig 3:**
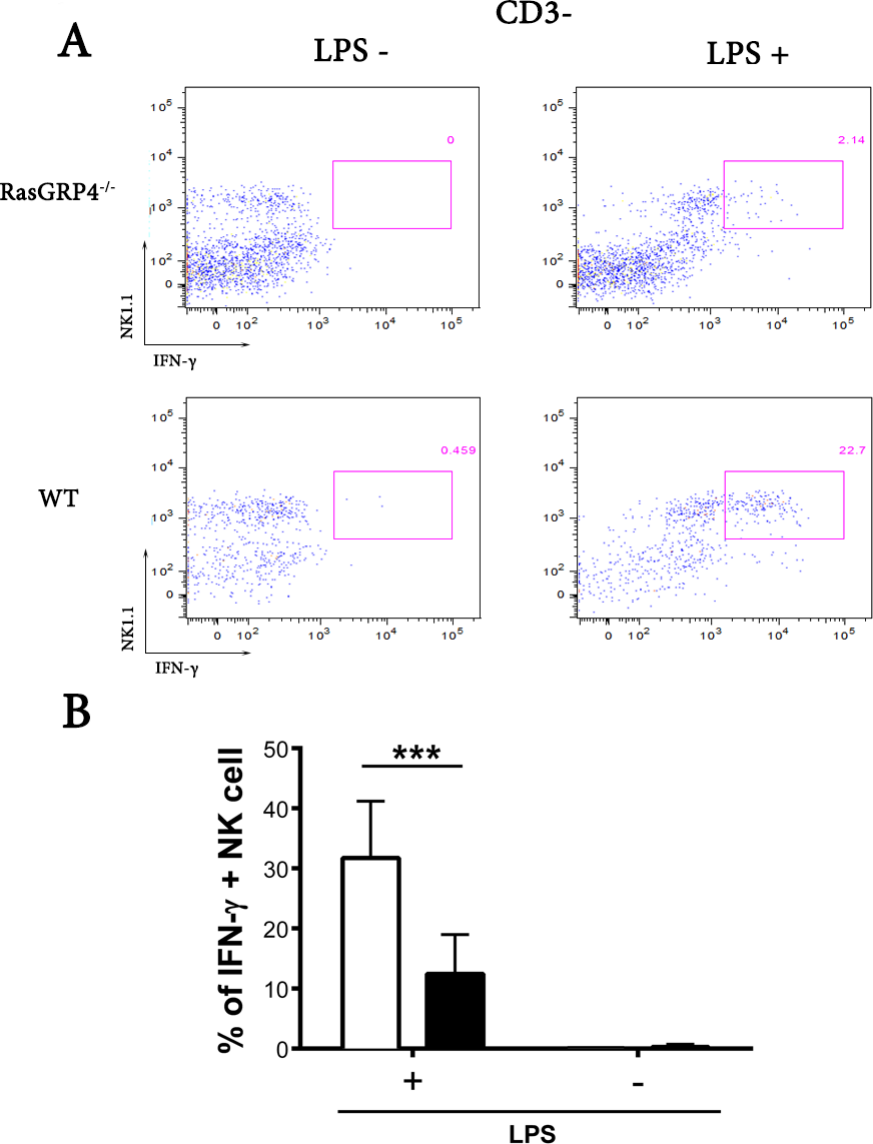
NK cells from RasGRP4-null mice produce significantly less IFN-γ than NK cells from WT mice due to the functional absence of the relevant accessory cell. (A) Splenocytes from RasGRP4-null and WT mice were isolated and incubated 16 h in the absence (left panels) or presence (right panels) of 1 μg/mL of LPS. The numbers of IFN-γ-expressing cells were measured using the intracellular flow cytometry assay. Fewer CD3^-^/NK1.1^+^/IFN-γ^+^ cells were detected in the splenocytes from the RasGRP4-null mice relative to WT mice in this representative experiment. (B) Shown are the mean data ± SD, n = 7 of the percent IFN-γ^+^ NK cells for WT (□) and RasGRP4^-/-^ (■) mice. *** = p< 0.0005.

### Splenic NK cells from WT mice secrete less IFN-γ after co-culture with LPS-responsive RasGRP4-null mBMMCs than WT mBMMCs

mBMMCs express TLRs and are responsive to LPS [21,22]. Although the mechanism was not deduced at the molecular level, Vosskuhl and coworkers reported that LPS-treated mBMMCs induced NK cells to markedly increase their expression of IFN-γ [17]. To determine whether the deficiency of RasGRP4 in mBMMCs affects their ability to regulate IFN-γ production in NK cells by a cross-talk mechanism, RasGRP4-null mBMMCs, WT mBMMCs, and purified NK cells from WT mice were cultured together or alone in the presence of LPS.

Prior to these co-culture experiments, we evaluated the expression and release of cytokines and chemokines into the conditioned medium following stimulation of mBMMCs with LPS in the absence of splenic NK cells. WT and RasGRP4-null mBMMCs activated by LPS produced substantial amounts of IL-6 and other cytokines and chemokines, but not IFN-γ. In contrast, WT mouse NK cells stimulated by LPS produced significantly more IFN-γ when co-cultured with WT mBMMCs relative to RasGRP4-null mBMMCs (Fig 4).

**Fig 4:**
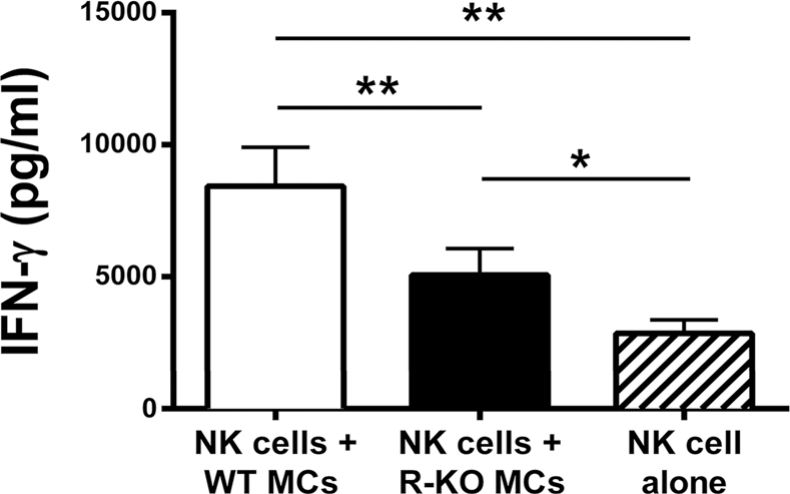
In the presence of LPS, NK cells from WT mice produced significantly less IFN-γ when co-cultured with RasGRP4-null mBMMCs than WT mBMMCs. NK cells were co-cultured in the absence (right hatched bar) or presence of mBMMCs from WT (left open bar) or RasGRP4-null mice (middle closed bar) at a ratio of 1:1 for 24 h in the presence of 1 μg/mL LPS. The levels of IFN-γ in the supernatants were then determined. The depicted data are the mean ± SD, and the results are shown from 3 experiments using different batches of NK cells and mBMMCs. * = p < 0.05, ** = p<0.005.

To determine whether or not mBMMCs could activate splenocytes depleted of their endogenous CD117^+^ cells (which are primarily DCs as noted below), WT CD117^+^/RasGRP4^+^ mBMMCs and transgenic CD117^+^/RasGRP4^-^ mBMMCs were cultured in the presence or absence of WT mouse splenocytes depleted of their CD117^+^ cells in medium containing or lacking LPS. In these experiments, the CD117^-^ splenocytes (containing NK cells) from WT mice that were co-cultured with WT mBMMCs in the presence of LPS produced 1000 ± 550 pg/mL (mean ± SD, n = 6) and 1750 ± 1100 pg/mL (mean ± SD, n = 6) IFN-γ at the respective 24- and 48-h time points. These IFN-γ values were significantly higher (p< 0.015) than WT mBMMCs cultured in the absence of LPS or RasGRP4-null mBMMCs cultured in the presence of LPS. In regard to the latter, LPS-treated RasGRP4-null mBMMCs co-cultured with CD117^-^ splenocytes from WT mice produced 480 ± 380 pg/mL (mean ± SD, n = 6) and 860 ± 670 pg/mL (mean ± SD, n = 6) at the respective 24- and 48-h time points. Taken together, these data revealed that the ability of LPS-responsive mBMMCs to induce splenic NK cells to optimally increase their expression of IFN-γ was highly dependent on the expression of RasGRP4 in the MCs used in these co-culture cellular-communication experiments.

### The primary CD117^+^ accessory cells in the mouse’s spleen that induce NK cells from WT mice to secrete IFN-γ are DCs, rather than MCs

The mature MCs in B6 mice express varied combinations of mMCP-1 [40,41], mMCP-2 [42], mMCP-4 [43], mMCP-5/mCMA1 [33], and mMCP-6/mTPSB2 [32,44]. Nearly 100,000 ESTs from the spleens of mice have been deposited in GenBank’s EST database. The fact that none of these ESTs originated from the mMCP-1, mMCP-2, mMCP-4, mMCP-5/CMA1, or mMCP-6/TPSB2 genes (see UniGene accession numbers Mm.201549, Mm.4409, Mm.439684, Mm.1252, and Mm.7409, respectively) was strong circumstantial evidence that mature MCs are rarely present in the spleens of naive mice. In support of these data, none of the 53,397 ESTs in the human EST database of the human spleen originated from the corresponding MC-restricted hTryptase-β/TPSB2 and hCMA1 genes (see UniGene accession numbers Hs.592982 and Hs.135626, respectively).

Despite these data, all MCs express CD117 [16] and RasGRP4 [3,5], and LPS-responsive mBMMCs can function as accessory cells for the activation of splenic NK cells in terms of IFN-γ expression (Fig 4). Thus, the possibility had not been ruled out that the primary LPS-responsive accessory cells in the spleen of the naïve WT B6 mouse that induced NK cells to increase their expression of IFN-γ in that organ were a minor population of CD117^+^ MCs.

All examined human [45] and mouse [34] MCs respond to IL-33 due to their surface expression of the cytokine receptor IL1RL1/ST2 [46]. MC also express the high-affinity IgE receptor [47] whose α chain (FcεRIα) [48] is the one which recognizes IgE. In agreement with the EST database of the whole mouse spleen, the levels of the transcripts that encode mMCP-1, mMCP-2, mMCP-4, mMCP-5, mMCP-6, in the CD117^+^ splenocytes isolated from untreated and LPS-treated WT mice (n = 5) were <1% of that of the reference GAPDH transcript (S2 Table). In addition, the levels of the transcripts that encode IL1RL1/ST2 and FcεRIα were below detection (S2 Table). 

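The proteases of mast cell granules were mostly below background in WT cells. Of 25 WT values (Mcpt1, Mcpt2, Mcpt4, Cma1, which encodes mMCP-5, and Tpsb2, which encodes mMCP-6, on 5 arrays each), 2 were over 1% of Gapdh and 3 were above the background level. Both values over 1% belonged to Mcpt1, at 1.27% after 36 h and 2.63% after 48 h of LPS. In untreated WT cells the 5 transcripts lay between 0.532% (Mcpt1) and 0.803% (Mcpt2) of Gapdh, below the level of background there, 2.36%. In RasGRP4-null cells 11 of 25 values were over 1% of Gapdh and 10 were above background. The highest were Mcpt1 at 3.90% and Tpsb2 at 2.06% after 12 h, and Mcpt4 at 2.68% at 0 h. Relative to Actb, 3 WT and 11 RasGRP4-null values were over 1%. Of 12 mast cell genes, 4 were bright enough to test; over 12 to 48 h Mcpt1, Cpa3 and Fcer1a rose and Hdc did not pass limma's test, with the same counts when adjusted over the list alone (camera adjusted p = 0.512 for the list). The rise of Mcpt1 (log2 change 1.17, standard error 0.280, adjusted p = 0.00306) did not pass limma's test on the GAPDH-normalized scale (0.63, adjusted p = 0.064).

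**Figure D3:**
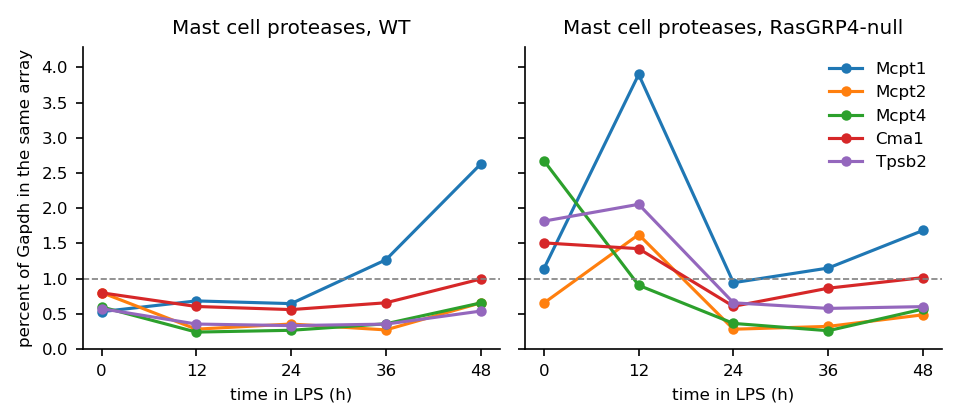
Transcripts of 5 mast cell proteases as a percent of Gapdh on the same array by time in LPS (h), WT (left) and RasGRP4-null (right), 1 array per point; the dashed line marks 1%. Of 25 values in each panel, 2 (WT) and 11 (RasGRP4-null) lie over the line.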

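Il1rl1, which encodes the IL-33 receptor chain ST2, lay between 0.321% and 0.854% of Gapdh on the 5 WT arrays and was above the background level on 1 of them, at 48 h. Fcer1a, the IgE-binding chain of the high-affinity receptor, was at 0.569% of Gapdh in untreated WT cells, 0.166% at 12 h, 0.363% at 24 h and 0.481% at 36 h, all below background. At 48 h it was at 1.83% and above background. In RasGRP4-null cells Fcer1a was at 0.905% at 0 h and 1.57% at 48 h. In limma the mean of 12 to 48 h was above 0 h for Fcer1a (log2 change 0.44, standard error 0.130, adjusted p = 0.0108), but the direction turned on the GAPDH-normalized scale (-0.11) and with 12 and 24 h alone (-0.10), and the call was lost without the WT array of 0 h.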

Based on these mRNA data, very few (if any) MCs are present in the spleen of the normal WT B6 mouse. We therefore concluded that the primary cells in the CD117^+^ splenocytes that were needed to induce NK cells to increase their expression of IFN-γ were not MCs.

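Transcripts of several other cell types were above background in untreated WT cells. This held for 15 of 15 genes of macrophages and monocytes, 12 of 12 of B cells, 11 of 11 of T cells, 6 of 6 shared by conventional DCs, 11 of 12 of NK cells, 11 of 12 of red cell precursors and 7 of 11 of neutrophils. Of 12 mast cell genes 2 were above background, and of 3 basophil genes 1. Intensities of different probe sets are not compared as levels, since their affinities differ. The paper describes no sorting of the cells for the arrays beyond the selection for CD117. From the low mast cell transcripts, the paper reasons that very few mast cells are present in the normal spleen, and concludes that the CD117+ cells needed to induce NK cells were not mast cells.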

When the LPS-responsive CD117^+^ cells were purified and characterized from the spleens of WT mice, they had a surface phenotype more indicative of DCs rather than MCs. 

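Most of the transcripts that the paper lists for DCs were above background in untreated WT cells. Of its 52 transcripts, 48 were over 1% of Gapdh, 20 were over 10%, and 40 were above background. Ptprc, which encodes CD45, had a GAPDH-normalized intensity of 4974, and Sirpa, a receptor of conventional DCs and macrophages, had 3340. Cd8a stood at 779.6 and Xcr1, a chemokine receptor of cross-presenting DCs, at 381.3. Cd207, which encodes langerin, was at 65.8, below background. These 52 were chosen by the study on these samples, so their levels are not independent evidence. Other lists were fixed before the deposited data were examined, but when the paper's values for its 52 transcripts had been seen, so they are not fully independent either. Among these, 8 of 10 genes of XCR1-type conventional DCs and 7 of 9 of SIRPA-type conventional DCs were above background. So were 7 of 10 genes of plasmacytoid DCs and all 10 of MHC class II antigen presentation.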

Consistent with that conclusion, the transcripts that encode many of the cell surface proteins characteristic of different subsets of mouse DCs were quite high in the CD117^+^ splenocytes from WT mice (S4 Table). For example, the migration of mature DCs often is dependent on their expression of the chemokine receptor CCR7 [49]. In that regard, the level of the CCR7 transcript in the CD117^+^ splenocytes purified from naïve WT mice was similar to that of the abundant house-keeping GAPDH transcript. 

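Ccr7 had a GAPDH-normalized intensity of 3238 in untreated WT cells, 88.5% of Gapdh on the same array. In untreated RasGRP4-null cells it was 3780, or 105.5% of Gapdh. After LPS it was at 64.4% of Gapdh at 12 h and between 52.3% and 54.3% at 24 to 48 h in WT cells. In RasGRP4-null cells it was at 114.6% at 12 h, 1.12 times the untreated value, and between 42.2% and 48.2% at 24 to 48 h. In limma the mean of 12 to 48 h was above 0 h on the PLIER scale (log2 change 0.38, standard error 0.127, adjusted p = 0.0188) and below it on the GAPDH-normalized scale (-0.68, adjusted p = 0.00307). Without the array of 0 h of either genotype the call on the PLIER scale was lost. Relative to Actb, Ccr7 was at 54.2% in untreated WT cells.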

In support of our conclusion that the CD117^+^ cells in the spleen that regulate NK cells were not MCs, mBMMCs do not express CCR7 (see microarray data in Supplemental Table 2 of the Kaieda *et al*. study [34]).

Because the CD117^+^ splenocytes from WT mice contained significant amounts of RasGRP4 mRNA before they were exposed to LPS (S2 Table), we next purified splenic DCs using a cocktail of Abs specifically designed for this purpose. 

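The transcripts of the RasGRP family, exchange factors that activate Ras, were all above background in untreated WT cells. GAPDH-normalized intensities were 590.3 (16.1% of Gapdh) for Rasgrp1, 474.1 (13.0%) for Rasgrp2 and 816.8 (22.3%) for Rasgrp3. In untreated RasGRP4-null cells Rasgrp4 was below background, while the RasGRP4-null to WT ratios of Rasgrp1, Rasgrp2 and Rasgrp3 were 0.968, 1.01 and 0.871.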

Based on their differential expression of CD45R and CD11c, most of the CD117^+^ DCs in the spleens of WT and RasGRP44-null B6 mice were cDCs rather than pDCs (Fig 5A). Moreover, most of these splenic cDCs contained RasGRP4 protein as assessed immunohistochemically (Fig 5B).

**Fig 5:**
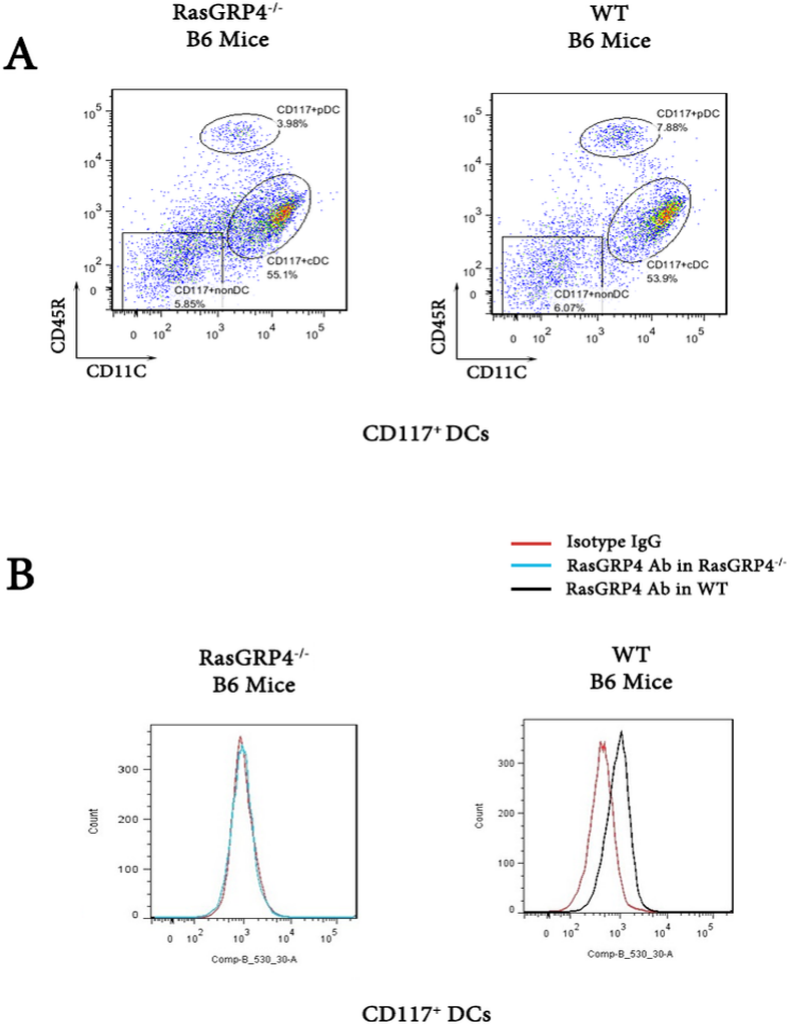
The CD117^+^/CD45R^+^/CD11c^+^ DCs in the spleens of naïve WT B6 mice express RasGRP4. DCs from the spleens of WT B6 and RasGRP4-null mice were stained for their surface expression of numerous proteins, including CD117, CD45R, and CD11c (A), and for their intracellular expression of RasGRP4 (B). An irrelevant immunoglobulin (Isotype IgG) was used as a negative control. Similar data was obtained in a second experiment.

To investigate the regulatory function of RasGRP4 in splenic DCs in terms of their ability to function as accessory cells for the NK cell-mediated production of IFN-γ, we next co-cultured CD117^+^ splenocytes from WT and RasGRP4-null B6 mice with the NK cells from WT mice for 24 or 48 h in the presence of LPS. We then quantitated the levels of numerous cytokines and chemokines in the culture supernatants. As anticipated, the NK cells from WT mice that had been co-cultured with the DC-rich CD117^+^/RasGRP4^+^ splenocytes from WT mice produced ~5 times more IFN-γ at 24 h and ~10 times more at 48 h than DC-rich CD117^+^/RasGRP4^-^ splenocytes (Fig 6A). The former cells also produced more TNF/TNFSF4 at the 48-h time point (mean ± SD, n = 3; p = 0.018) (Fig 6D). In contrast, the levels of IL-6, IL-10, and CCL2 were not significantly different between WT and RasGRP4-null mice (Fig 6B, 6C and 6E).

**Fig 6:**
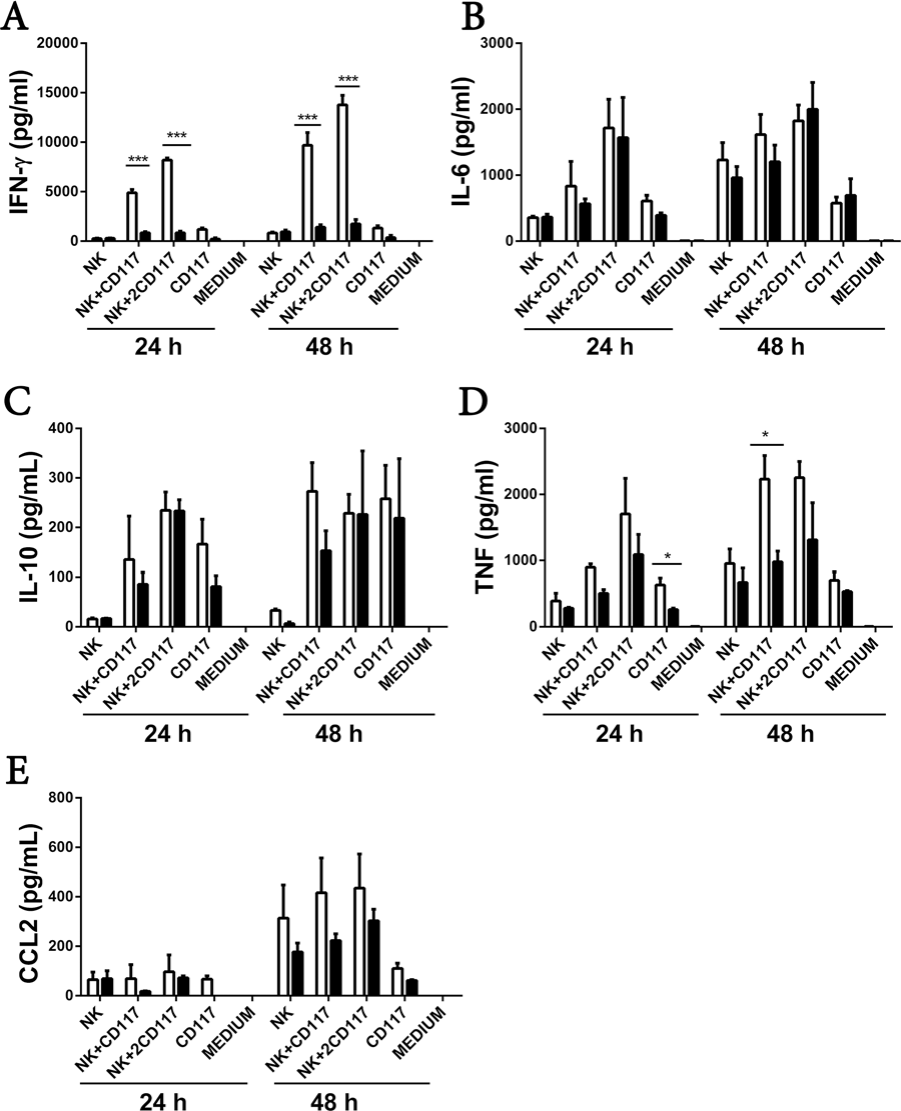
The ability of DC-rich CD117^+^ splenocytes to induce NK cells to increase their expression of IFN-γ in the presence of LPS is dependent on RasGRP4. (A-E) NK cells from WT mice were incubated with DC-rich CD117^+^ splenocytes from WT (□) or RasGRP4- null mice (■) in ratios of 1:1 and 1:2 for 24 and 48 h, respectively, in the presence of 1 μg/mL LPS. For controls, NK cells alone and CD117^+^ cells alone were exposed to LPS. The levels of IFN-γ (A), IL-6 (B), IL-10 (C), TNF/ TNFSF4 (D), and CCL2 (E) in the resulting supernatants were measured. The depicted data are the mean ± SD, and the results are shown from 3 experiments using different batches of NK cells and CD117^+^ splenocytes. * = p < 0.05, ** = p<0.005.

In the reverse experiment, there was no difference in IFN-γ levels in the supernatants when NK cells isolated from RasGRP4-null mice were co-cultured with the DC-rich CD117^+^/RasGRP4^+^ splenocytes from WT mice (data not shown). The accumulated data revealed that RasGRP4 is needed for the ability of the LPS-stimulated CD117^+^ DCs in the spleen to optimally function as accessory cells for the NK cell-mediated production of IFN-γ in an acute manner, as occurred when MCs encountered NK cells.

### The ability of CD117^+^/RasGRP4^+^ splenocytes to induce NK cells to secrete IFN-γ is not dependent on a TNFSF4 signaling pathway or direct cellular contact

The TNF family member TNFSF4 binds to its receptor TNFRSF4, and it has been reported that the TNFSF4/TNFRSF4 signaling pathway is needed for mBMMCs to optimally induce NK cells to increase their production of IFN-γ in the presence of LPS [17]. 

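Tnfsf4, which encodes the ligand of TNFRSF4, was below background in untreated cells and above it at each LPS time point in both genotypes. The arrays begin at 12 h of LPS. GAPDH-normalized intensities in WT cells were 18.7 at 0 h, 125.2 at 12 h, 98.9 at 24 h, 91.4 at 36 h and 118.1 at 48 h. In RasGRP4-null cells they were 5.43 at 0 h, 263.1 at 12 h, 123.6 at 24 h, 123.5 at 36 h and 167.4 at 48 h. The fold at 24 h was 5.30 in WT and 22.8 in RasGRP4-null cells, both against an untreated value below background. In limma Tnfsf4 rose over 12 to 48 h by 2.68 on the log2 scale (standard error 0.167, adjusted p = 1.66e-07). The responses of the genotypes differed by 0.89 (standard error 0.208), which did not pass the threshold (adjusted p = 0.200 from limma's interaction term).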

While DC-rich CD117^+^/RasGRP4^+^ splenocytes from WT B6 mice increased their levels of TNFSF4 mRNA when exposed 1 h to LPS (S2 and S3 Tables), the same occurred for CD117^+^/RasGRP4^-^ splenocytes. Whether or not LPS-activated CD117^+^ splenocytes also need to physically contact NK cells in order to induce the latter cells to produce high levels of IFN-γ had not been determined. We therefore repeated the preceding co-culture experiment in the presence of an Ab that blocks TNFSF4/TNFRSF4 signaling pathways. There was no significant difference in IFN-γ production by WT mouse NK cells co-cultured with CD117^+^ splenocytes from WT mice at 48 h in the presence or absence of this blocking Ab (data not shown).

Transwell co-culture experiments were next performed to deduce whether direct cellular contact was essential for the splenic CD117^+^ splenocytes to induce NK cells to increase their expression of IFN-γ in the presence of LPS. There was no significant difference in the levels of IFN-γ secreted at either the 24- or 48-h time points between CD117^+^ splenocytes and NK cells from WT mice in these co-culture experiments regardless of whether or not the two cell types were allowed to physically contact one another (data not shown). The accumulated data revealed that the LPS-dependent activation of the *in vivo*-differentiated CD117^+^/RasGRP4^+^ DCs in the spleen results in the release of an unknown soluble factor that induces NK cells to markedly increase their expression of IFN-γ.

### NK cells from the peripheral blood and spleens of WT mice, but not RasGRP4-null mice, secrete IFN-γ after *in vivo* stimulation with LPS

We next assessed the *in vivo* relevance of our *in vitro* data. There was no difference in the total numbers of peripheral blood and splenic NK1.1^+^ cells between WT and RasGRP4-null mice given LPS intravenously when expressed as a percentage of total white cells and splenocytes, respectively (data not shown). In contrast, there was a significant difference in the percentage of peripheral blood and splenic NK1.1 cells that expressed IFN-γ in WT mice compared to RasGRP4-null mice following LPS injection (Fig 7A and 7B).

**Fig 7:**
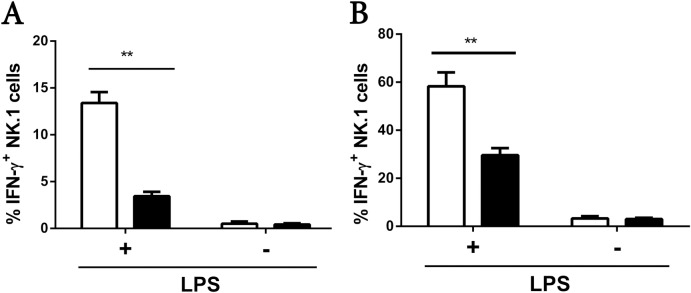
RasGRP4 is needed for the ability of the NK cells in the peripheral blood and spleens of LPS-treated animals to express high levels of IFN-γ. (A-B) WT (□) and RasGRP4^-/-^ (■) B6 mice were euthanized 2.5 h after they were given LPS. The percentages of IFN-γ^+^ NK cells in the each animal’s peripheral blood leukocytes (A) and spleen (B) were then determined. The graphs represent mean ± SD, n = 3. ** = p < 0.005.

## Discussion

Although the expression of RasGRP4 is more restricted than RasGRP1, RasGRP-2, and RasGRP3, this intracellular signaling protein is present in every examined mouse, rat, and human MC [3]. We now show that RasGRP4 is necessary for WT mBMMCs to induce NK cells to optimally increase their expression of IFN-γ in the presence of LPS. The unexpected finding that the *in vivo*-differentiated CD117^+^ cDCs in the spleens of WT mice expressed RasGRP4 raised the possibility that this GTPase might also dictate DC-mediated activation of NK cells in terms of their expression of the cytokine IFN-γ. In fact, when we phenotyped the CD117^+^ population in the mouse’s spleen, we found that DCs, rather than MCs, were the main population of RasGRP4^+^/CD117^+^ cells in that organ responsible for the enhanced IFN-γ secretion by NK cells. The microarray mRNA data supported this conclusion.

MCs and DCs can regulate NK cells directly via cell-to-cell contact or indirectly by the release of NK cell-responsive soluble factors [50]. It has been shown that some cytokines (e.g., IL-12, IL-15, IL-18, and IL-10) are regulators of LPS-induced IFN-γ production [38]. However, we did not observe any significant difference in the levels of any of these mediators when WT and RasGRP4-null CD117^+^ DCs were exposed to LPS.

Prostaglandin-endoperoxide synthase 1 participates in the biosynthesis of prostaglandins. 

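Ptgs1, which encodes prostaglandin-endoperoxide synthase 1, fell to background. Its GAPDH-normalized intensity was 2797 in untreated WT and 2988 in untreated RasGRP4-null cells (76.5% and 83.4% of Gapdh). At 24 h of LPS it was 20.6 and 23.6, and at no LPS time point did it exceed 28.8. The log2 change at 24 h was -5.11 (standard error 0.127, adjusted p = 3.17e-10 from limma). Of 13 measured genes of prostaglandin and leukotriene synthesis, 7 fell, none rose and 6 did not pass the test at 24 h, with 7 lower when adjusted over the list alone. On the same arrays 14 of 15 macrophage and monocyte genes fell at 24 h (median -4.68, camera adjusted p = 2.75e-13, and adjusted p = 0.124 with an estimated correlation), with the same count when adjusted over the list alone. Over the mean of 12 to 48 h 1 member, Ptges, rose by 0.29 on the log2 scale, and Alox5ap, the activating protein of 5-lipoxygenase (log2 change -3.89), Tbxas1, thromboxane synthase (-2.93), and Pla2g4a, which releases arachidonic acid (-1.25), also fell. The list was lower than other genes at 24 h (camera adjusted p = 1.95e-04), a call that was lost with an estimated correlation between genes (adjusted p = 0.127 with an estimated correlation). Ptgs2, the inducible isoform, had a log2 change of -0.17 over 12 to 48 h (adjusted p = 0.516 from limma).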

The level of transcript that encodes this enzyme markedly decreased in the DC-rich CD117^+^ splenocytes from WT and RasGRP4-null mice when these cells encountered LPS for 24 h (see probe set 17370309 data in S2 Table). Nevertheless, because RasGRP4 regulates prostaglandin D_2_ expression in transformed rat and human MC lines [6] and because LPS induces certain populations of human DCs to increase their expression of prostaglandin E_2_ [51], the possibility has not been ruled out that the primary MC- and DC-derived soluble mediator that induced NK cells to express IFN-γ was a prostaglandin or some other biologically active lipid.

In terms of the relevance of our new data to inflammatory diseases, it is now possible that the findings that RasGRP4 participates in experimental arthritis and colitis [9] could be a consequence of dysregulation of DCs rather than MCs or synovial fibroblasts. RasGRP4 is an oncogenic protein. Transfection of fibroblasts with RasGRP4 expression constructs results in their loss of contact inhibition [3,5,52], and the synovial fibroblasts in a subset of arthritis patients aberrantly express RasGRP4 [53]. Moreover, many of the RasGRP4 ESTs in the human database originated from clear cell tumors of the kidney, germ cell tumors, and different leukemias (see GenBank UniGene Hs.130434). Despite the adverse roles of RasGRP4 in these diseases, we now show that RasGRP4 participates in acute LPS-TLR-signaling pathways in MCs and DCs, and that this intracellular protein participates in innate immunity by controlling the expression of undefined soluble factors released from the latter cells that are essential for NK cells to produce optimal amounts of IFN-γ.

Finally, the control mechanisms that downregulate MC- and/or DC-NK cell crosstalk have not been identified. 

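The other members of the family changed in different directions over 12 to 48 h of LPS, with both genotypes taken together. Rasgrp2 fell, with a log2 change of -2.02 (standard error 0.101, adjusted p = 2.79e-08 from limma), and Rasgrp1 was lower by a smaller amount (-0.33, standard error 0.122, adjusted p = 0.0313 from limma). Rasgrp3 rose by 1.28 on the log2 scale (standard error 0.136, adjusted p = 9.3e-06 from limma). On the GAPDH-normalized scale the change of Rasgrp3 was 0.25 and did not pass limma's test (adjusted p = 0.162), while Rasgrp1 and Rasgrp2 fell. The call for Rasgrp1 on the PLIER scale was lost without the array of 0 h of either genotype or without the RasGRP4-null array of 36 h or 48 h. As a list, the 3 tested members did not differ from other genes (camera adjusted p = 0.364), and the counts were the same when adjusted over the list alone.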

In that regard, the levels of the RasGRP4 transcript in the DC-rich CD117^+^ splenocytes from WT B6 mice markedly decreased 12–48 h after these cells encountered LPS (S2 Table). These findings raise the possibility that the LPS-mediated downregulation of RasGRP4 expression in DCs is a novel way DC-NK cell cross-talk is regulated to prevent the development of life-threatening hyperactive immune responses to pathogens.

## Supporting Information

S1 Table Conjugated Abs and isotype controls used for flow cytometry.

S2 Table Microarray data of DC-rich CD117^+^ splenocytes from RasGRP4-null and WT B6 mice exposed to LPS.

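Myeloid transcripts fell and interferon, amino acid synthesis and cell cycle transcripts rose after 12 to 48 h of LPS. Of 15 macrophage and monocyte genes, 14 fell and Ly6c2 rose (median log2 change -4.44); C1qc, a complement component, changed by -7.45 (standard error 0.116, adjusted p = 6.22e-12) and Csf1r, the receptor of the macrophage growth factor, by -5.28. All 7 neutrophil genes fell (median -3.72), as did all 6 genes of XCR1-type DCs (-1.84) and all 6 of MHC class II (-1.43). Of 7 genes of SIRPA-type DCs 5 fell and 1 rose, of 6 genes shared by conventional DCs 4 fell and 1 rose, and of 7 genes of red cell precursors 6 fell. Of 22 interferon-stimulated genes 21 rose (median 2.30), with Ifi44 at 4.51, and of 16 genes induced by IFN-γ 15 rose and Cxcl9 fell. All 22 genes of proliferation rose (median 1.71). Of 19 ATF4 targets and amino acid synthesis genes 17 rose (median 2.74), among them Asns, asparagine synthetase (4.28), and Cth, which makes cysteine (4.19). Of 17 genes of DC maturation 13 rose and 2 fell, all 8 genes of MHC class I rose, and 8 of 11 genes of glycolysis rose. Adjusted over the list alone, 6 genes of SIRPA-type DCs were lower and 9 of glycolysis higher; the other counts were unchanged. Each of these 14 groups differed from other genes by camera (adjusted p from 1.11e-12 to 0.0204), and none did with an estimated correlation (adjusted p = 0.110 or higher with an estimated correlation). The call for genes shared by conventional DCs was also lost on the GAPDH-normalized scale (camera adjusted p = 0.0802). The setting with an estimated correlation raised p also for XCR1-type DCs and MHC class II, whose estimated correlations were negative (-0.154 and -0.148). From fry, which tests whether the genes of a list move on balance one way, all 14 passed (adjusted p from 3.88e-06 to 7.62e-04). It does not compare a list with other genes, and it also called B cell activation (adjusted p = 2.22e-04 from fry). Among the largest single changes were a rise of Hamp, the iron hormone hepcidin (5.33), and of Il6 (4.44), and a fall of the immediate early gene Fosb (-7.97) and of Hpgd, which degrades prostaglandins (-7.19). In all, 7791 of 11186 genes passed limma's test, 5389 higher and 2402 lower, and 7785 of them moved the same way in both genotypes. The fit takes its spread from how the genotypes differ, so it favours genes that move alike, and this count is no separate replication. On the GAPDH-normalized scale, where the median change of all tested genes was -0.70 in place of 0.26, 955 were higher and 7735 lower, and the medians were -0.05 for glycolysis, 0.08 for MHC class I, 0.75 for proliferation and 0.94 for DC maturation. Time in culture and LPS cannot be separated in these arrays.

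**Figure D4:**
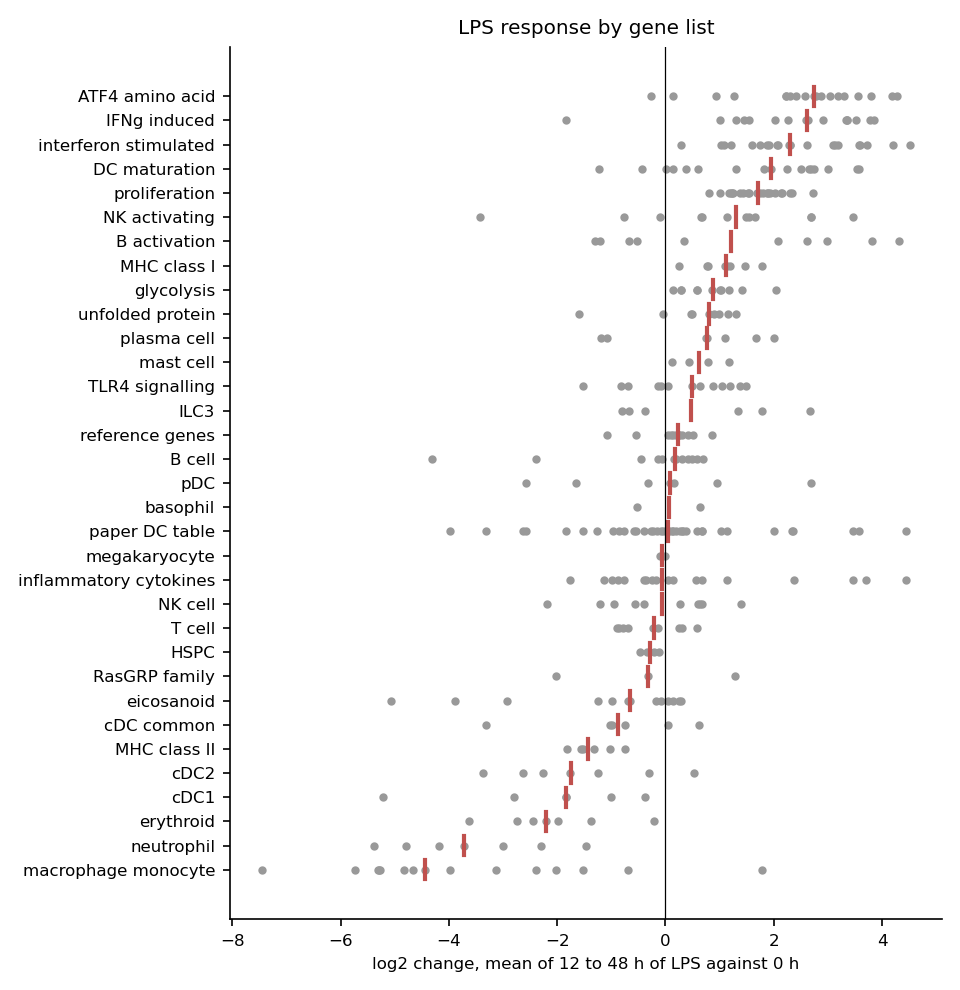
Log2 change (mean of 12 to 48 h of LPS against 0 h, PLIER scale, both genotypes) of each tested gene (grey points) in 33 gene lists, with the median of each list as a red bar. The macrophage and monocyte list has the lowest median (-4.44) and the ATF4 and amino acid list the highest (2.74). On the GAPDH-normalized scale the medians of the glycolysis, B cell, plasmacytoid DC, mast cell, plasma cell, unfolded protein, ILC3, basophil, TLR4 signalling, reference gene and DC table lists are negative.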

S3 Table Transcripts preferentially increased in the CD117^+^ splenocytes from WT and RasGRP4-null B6 mice cultured in the presence of 1 μg/ml LPS for 24 h.

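By the paper's rule (over 1% of Gapdh after LPS and more than 3.6-fold above 0 h), 187 probe sets were higher at 24 h in WT cells and 223 in RasGRP4-null cells, with 99 in both. Of the 88 that passed in WT cells alone, 54 were more than 2-fold higher in RasGRP4-null cells as well. The median fold of the 88 was 4.33 in WT and 2.35 in RasGRP4-null cells, an order largely set by the way the 88 were chosen. A further 124 passed in RasGRP4-null cells alone. Il6 was below background at 0 h and at 263.2 (WT) and 301.7 (RasGRP4-null) in GAPDH-normalized intensity at 24 h. Hamp, Bcat1, which breaks down branched-chain amino acids, and Cth were also below background at 0 h in both genotypes. At 24 h they were at 697.1, 285.9 and 231.8 in WT cells and at 997.7, 311.9 and 218.8 in RasGRP4-null cells. The WT set holds 181 of the 183 transcripts in the paper's table, and each of the 183 folds lay within 1% of the paper's in both genotypes. With PLIER values in place of GAPDH-normalized ones, 750 (WT) and 1055 (RasGRP4-null) probe sets passed. With both genotypes taken together, limma called 6635 genes at 24 h, 4395 higher and 2240 lower (765 and 7569 on the GAPDH-normalized scale). Whether the response differed between the genotypes was tested over all LPS time points, and 20 of 11186 genes passed limma's interaction term.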

S4 Table Typical DC transcripts present in the CD117^+^ splenocytes of naïve RasGRP4-null and WT B6 mice.

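Of the 52 DC transcripts of the paper's table, 47 were within 1.5-fold of the WT value in untreated RasGRP4-null cells, with a median ratio of GAPDH-normalized values of 1.01, and 43 were above background in RasGRP4-null cells. Sirpa was at 3528 in RasGRP4-null and 3340 in WT cells, and Xcr1 at 374.7 and 381.3. On the scale log2(PLIER value + 16) the median difference of the 40 tested DC transcripts was -0.09 (15 higher and 25 lower, percentile 3.33 among random lists of the same size and brightness). On that scale the 7 measured plasma cell genes were all higher in RasGRP4-null cells (median 0.51), above each of 10000 such lists, the 7 neutrophil genes were all lower (median -0.71), and 11 of 12 B cell genes were lower (median -0.14, percentile 0.52). Higher medians, at percentiles of 99.8 to 99.9, were those of NK cell genes (0.21, 7 of 10 higher) and the unfolded protein response (0.25, 7 of 9). So were those of ATF4 targets (0.17, 11 of 19), B cell activation (0.19, 7 of 10) and genes induced by IFN-γ (0.13, 11 of 16). The other members of these 5 lists were lower. These are comparisons of 1 array with 1 array and carry no test.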

# Supplementary material for: CD117+ Dendritic and Mast Cells Are Dependent on RasGRP4 to Function as Accessory Cells for Optimal Natural Killer Cell-Mediated Responses to Lipopolysaccharide
**Source:** PLoS One. 2016 Mar 16;11(3):e0151638. doi: 10.1371/journal.pone.0151638
**Supplement:** S1 Table

**S1 Table. Conjugated Abs and their isotype controls used for flow cytometry.**

| **Surface protein** | **Conjugate** | **Clone** | **Species** |
| --- | --- | --- | --- |
| CD1d | FITC | 1B1 | Rat (LEW) IgG2b, κ |
| CD3e | V500 | 500A2 | Syrian Hamster IgG2, κ |
| CD4 | V500 | RM4-5 | Rat (DA) IgG2a, κ |
| CD8a | Alexa Fluor 488 | 53-6.7 | Rat (LOU) IgG2a, κ |
| CD11b | APC-Cy7 | M1/70 | Rat (DA) IgG2b, κ |
| CD11b | FITC | M1/70 | Rat (DA) IgG2b, κ |
| CD11c | PerCP-Cy5.5 | HL3 | Armenian Hamster IgG1, λ2 |
| CD11c | PE | N418 | Armenian Hamster IgG |
| CD14 | APC | rmC5-3 | Rat (LOU) IgG1, κ |
| CD21/35 | APC | 7G6 | Rat (SD) IgG2b, κ |
| CD24 | Brilliant Violet 421 | M1/69 | Rat (DA) IgG2b, κ |
| CD25 | APC | 3C7 | Rat (LEW) IgG2b, κ |
| CD34 | FITC | RAM34 | Rat IgG2a, κ |
| CD38 | PE | 90/CD38 | Rat IgG2a, κ |
| CD45R/B220 | Pacific Blue | RA3-6B2 | Rat IgG2a, κ |
| CD45R/B220 | PE-Cy7 | RA3-6B2 | Rat IgG2a, κ |
| CD45R/B220 | Brilliant Violet 570 | RA3-6B2 | Rat IgG2a, κ |
| CD117 | APC | 2B8 | Rat (WI) IgG2b, κ |
| CD117 | PE-Cy7 | 2B8 | Rat (WI) IgG2b, κ |
| CD117 | Biotin | 2B8 | Rat (WI) IgG2b, κ |
| CD172a (SIRPα) | PE | P84 | Rat IgG1, κ |
| CD197 (CCR7) | Alexa Fluor 488 | 4B12 | Rat IgG2a, κ |
| CD205 | PE-Cy7 | NLDC-145 | Rat IgG2a, κ |
| CD252 (OX40L) | PE | RM134L | Rat IgG2b, κ |
| IFNγ | APC | AN18.17.24 | Rat IgG1 |
| Ly-6A/E (Sca-1) | PE-Cy7 | D7 | Rat (LEW) IgG2a, κ |
| Ly-6B | PE | 7/4 | Mouse IgG2a |
| Ly-6C | APC-Cy7 | AL-21 | Rat IgM, κ |
| Ly-6G | FITC | 1A8 | Rat (LEW) IgG2a, κ |
| Ly-6G and Ly-6C (Gr-1) | V450 | RB6-8C5 | Rat IgG2b, κ |
| NK1.1 | FITC | PK136 | Mouse IgG2a, κ |
| Isotype control | V500 | B81-3 | Armenian Hamster IgG2 , ƙ |
| Isotype control | PE | R3-34 | Rat IgG1, κ |
| Isotype control | PerCP-Cy5.5 | G235-2356 | Armenian Hamster IgG1, λ2 |
| Isotype control | APC | A95-1 | Rat IgG2b, κ |
| Isotype control | PE-Cy7 | R35-95 | Rat IgG2a, κ |
| Isotype control | FITC | G155-178 | Mouse IgG2a, κ |
| Isotype control | FITC | A95-1 | Rat IgG2a, κ |

How the deposited data were processed for this re-analysis (not part of the article)

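CD117+ splenocytes from 5 WT and 5 RasGRP4-null mice were measured on 10 Affymetrix mouse gene arrays, 1 per genotype at 0, 12, 24, 36 and 48 h of 1 µg/ml LPS. The deposited values are intensities: the authors computed PLIER intensities with Affymetrix Expression Console, and a second table and the value table of the series hold these intensities multiplied by 1 factor per array that scales Gapdh. The PLIER table and the first set of columns of the GAPDH table were checked to be equal, and the value table to equal signal times factor within rounding (largest difference 0.5). For this reason 10 columns of per-sample values that repeat others were not used. No depth applies to arrays, and their number limits the precision.

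Of 41345 probe sets, 26679 carry 1 gene symbol, 3047 several and 11619 none. For tests 1 probe set per symbol was kept, the one with the highest mean, and genes with a PLIER value of at least 50 on at least 2 arrays were tested (11186 genes). limma 3.58.1 in R 4.3.3 was fitted to log2(PLIER value + 16) with genotype and time point (4 residual degrees of freedom), and with a genotype by LPS term for the interaction (3 residual degrees of freedom). Tests were two-sided, adjusted by Benjamini-Hochberg, with a threshold of 0.05. The comparisons were the mean of 12 to 48 h against 0 h, 24 h against 0 h, RasGRP4-null minus WT, and the interaction. The 33 gene lists cover cell types (macrophages and monocytes, neutrophils, DC subsets, B, T, NK, plasma, mast and other cells), LPS and interferon responses, metabolism, proliferation, prostaglandin synthesis, the RasGRP family and reference genes; 1 list is the DC table of the paper, which the study chose on these samples. They were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. For single pairs of arrays, list medians were placed among 10000 random lists matched in size and in 20 bins of brightness. The paper's rule used 1% of Gapdh and 3.6-fold. Background was the 95th percentile of 1089 olfactory receptor probe sets on each array.

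The genes named are those the paper names, the 10 largest rises and 10 largest falls among called genes that moved the same way in both genotypes (LPS) or at all 5 time points (genotype), and up to 4 members of each list with the smallest p; other members are named as exceptions within a list. The lists, the naming rule, the tests and the alternatives were set before the data were examined, when the values in the paper's S3 and S4 Tables had been seen. Alternatives were GAPDH-normalized values, the value table of the series, quantile normalization, pseudocounts of 1 and 64, no filter or a filter at 100, all probe sets with 1 symbol, an intensity trend, subsets of time points, the t test of the methods, other thresholds for the rule, Actb as reference, and each array left out. The fit was tested on simulated data with 11186 genes, in which planted changes of 1 on the log2 scale were recovered in 100% of cases for the mean LPS response and the genotype effect, 98.5% at 24 h and 53.7% for the interaction. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used. Probe sets with no symbol or several symbols were left out of the tests and kept in the counts by the paper's rule.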

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

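The tests that weigh explanations (Gapdh against other reference genes, the myeloid lists after quantile normalization and their members, the splits of the arrays and the plasma cell genes) were chosen after the results were seen, while the counts and list medians had been set beforehand. The genotypes differed in their LPS response at 20 genes by limma's interaction term. Those with the smallest p were the small nucleolar RNA Snord118 (log2 difference 2.51), the predicted gene Gm6981 (2.15) and Coch (-1.80). The 20 calls rest on 1 array per genotype at 0 h, and without either 24 h array 1 gene passed. Outside the genes the paper discusses, list medians over 12 to 48 h of LPS were -4.44 for macrophages and monocytes, -3.72 for neutrophils, 2.74 for ATF4 and amino acid synthesis, 2.30 for interferon-stimulated genes and 1.71 for proliferation. In the RasGRP4-null arrays, which the paper's statement on mast cell proteases does not cover, 11 of 25 protease values were over 1% of Gapdh. Between the genotypes 20 genes differed.

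Whether most genes rise or fall with LPS depends on the scaling: 69.2% of the called genes were higher on the PLIER scale and 11.0% on the GAPDH-normalized scale. On the same arrays the LPS change of Gapdh exceeded the median of 12 other reference genes by 0.92 (log2), whose changes had a standard deviation of 0.50, so a higher level of the reference itself may account for the shift. Less RNA per cell after LPS stays open, since 0 arrays had a cell count or added control RNA among the values used.

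Macrophage, neutrophil and conventional DC genes fell with LPS. A scaling factor per array would shift all genes alike. The macrophage and monocyte list had a median of -4.44 where all tested genes had 0.26, which argues against such scaling as the cause. After quantile normalization the list had a median of -4.50. That value adds little. The median PLIER values of the arrays already lay between 24.6 and 28.6, and the arrays may have been brought to similar distributions before deposit. Of 35 measured members of the macrophage, neutrophil and both conventional DC subset lists, 32 fell, which restates the pattern and speaks for no explanation of it. Loss of these cells in culture and regulation within the cells that remained cannot be told apart, since 0 arrays of cells cultured without LPS, and none of sorted cells, are among the 10.

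The 20 genes that differ between the genotypes and the 11 lists that do were set against splits of the 10 arrays that exchange the genotypes within time points. There are 16 of these, too few for a share under 0.05: 1 (the real one) called as many genes and 1 as many lists, and the highest other called 0 genes and 9 lists. Splits across time points, of which the highest other called 18 genes and 12 lists, change what the fit estimates and decide nothing. Carry-over of DNA from another strain around the targeted gene stays open. Of the called genes, 0 lay among the 200 nearest genes on either side of Rasgrp4 (112 of these were tested). This test was set before the count was made but after the 20 genes were known. With 20 of 11186 genes called, few were to be expected among 112, so the count cannot decide. The unadjusted p from limma was under 0.05 for 11 of the 112 and for 1051 of all 11186. Whether the RasGRP4-null preparation held more antibody-secreting cells stays open: 6 of 7 plasma cell genes were higher there, but these genes prompted the explanation and so cannot test it, and the list's call was lost with an estimated correlation (adjusted p = 0.588 with an estimated correlation). Each genotype may be a single cell preparation. By the paper's methods the WT and RasGRP4-null mice also came from different facilities and shared an animal house for at least a week before use. A difference between preparations or between facilities and an effect of RasGRP4 therefore cannot be told apart. No biological explanation beyond these was tested.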

How the results depend on the processing

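The counts of genes that respond to LPS stayed within 1.5 times under each alternative tried (with each array left out, 6405 to 7927 for the mean of 12 to 48 h and 5128 to 6878 at 24 h), but their direction turned on the GAPDH-normalized scale, as given above. The direction of Ccr7, Tnf, Il12a and Fcer1a also turned there (-0.68, -0.86, -0.25 and -0.11, log2) and with the value table of the series (-0.68, -0.86, -0.25 and -0.11), as both divide by Gapdh, whose PLIER value was higher after LPS; Fcer1a also turned with 12 and 24 h only (-0.098). The 20 genotype genes became 8 with quantile normalization, 11 with a pseudocount of 1, 12 with 64, 9 with no filter, 10 with all probe sets and 0 with the paired t test of the methods (848 at an unadjusted p under 0.05; limma gave 1051); with each array left out they ranged from 1 to 25 (1 without either 24 h array, 7 without either 36 h or 48 h array). The 20 interaction genes became 32 with a pseudocount of 1, 7 with 64, 53 with no filter and 4 with a filter at 100, and ranged from 1 to 20 with arrays left out; leaving out either 0 h array gives no value. Of 15 lists called for LPS and 11 for genotype, 0 were called with an estimated correlation, and 7 for genotype after quantile normalization. By the paper's rule the WT and RasGRP4-null counts, 187 and 223, became 750 and 1055 with PLIER values, 643 and 611 at 2-fold, and 110 and 106 with 16 added to both values; in RasGRP4-null cells they became 350 and 143 with 0.5% and 2% of Gapdh and 123 with probe sets of 1 symbol. The 24 h fold of Ifng was 7.85 (WT) and 2.61 (RasGRP4-null) with PLIER values and 6.13 and 2.05 after quantile normalization. Apart from the directions that turned with the division by Gapdh, the cause was not tested. Among named genes, 442 of 465 alternative values for LPS and 328 of 385 for genotype kept direction and side of the threshold. The other 57 for genotype were all lost calls. Named genes that were not called counted as kept by staying so, and the share for called genes alone is therefore lower. Alternative 24 h folds of single transcripts used PLIER values or quantile normalization in place of GAPDH-normalized values. Of these, 105 of 108 moved by more than the transcript's residual standard deviation. With PLIER values such a move is largely built in, since all folds of a genotype shift by the same ratio of array factors. Background lay at a PLIER value of 38.5 on the WT array of 0 h and from 29.1 to 32.0 on the other 9, so that differences between values below it cannot be read, and a fall or rise from or to such a value is known only as a lower bound.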

Differences from the paper's values

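The paper's S4 Table gives Cd3g a GAPDH-normalized value of 384.0 (the paper's) in untreated WT cells, where the deposited values give 231.2; the paper's value for RasGRP4-null cells is the same, and there the deposited value is 383.8. None of the alternatives set before the data were examined comes within 1.5 times of the paper's WT value (103.2 with PLIER values, 127.9 after quantile normalization). For the same entry the paper gives a PLIER value of 103.0 (the paper's), close to the deposited one. With the WT factor of 2.24 at 0 h that value does not lead to 384.0, so a choice of scaling does not account for the difference.

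The paper states that transcripts of 5 mast cell proteases were under its presence threshold in WT cells with and without LPS. In 23 of 25 WT values they were, and Mcpt1 was above it at 36 h (1.27% of Gapdh) and 48 h (2.63%). The paper states that Fcer1a was not detected; it was at 1.83% of Gapdh and above background in WT cells at 48 h, and below background at the 4 earlier time points. The paper places the rise of Tnfsf4 at an early time of LPS that no array covers; it was higher at 12 to 48 h in both genotypes. Dtl and Ung, in the paper's S3 Table, had WT folds of 3.57 and 3.55, under its threshold.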

Other observations

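Ighg3, an antibody heavy chain gene, was higher in the RasGRP4-null arrays by 1.53 on the log2 scale (standard error 0.155, adjusted p = 0.00312 from limma, higher at 5 of 5 time points), and Igkv19-93, an antibody light chain gene, by 1.04. Prdm1 (0.65) and Xbp1 (0.66), transcription factors of plasma cells, were also higher, and of 7 plasma cell genes 2 passed the test (4 when adjusted over the list alone). Csf2, which encodes GM-CSF (0.81), and Fscn1, an actin-bundling protein of mature DCs (0.54), were higher, and Pydc3, an interferon-induced gene, was lower (-2.23, standard error 0.205, adjusted p = 0.00175, at 5 of 5 time points). Prelid2, Cfl2, Chst1, Wdfy1, Tmem176b, Hid1 and AI836003 also passed as higher, and Ide and Saa3 as lower. With each array left out, Prelid2 ranged from 1.16 to 1.47 and Cfl2 from 0.87 to 1.00. In all 17 genes were higher and 3 lower. Without either 24 h array Igkv19-93 alone passed. The calls of Csf2, Tmem176b, AI836003, Ide and Saa3 were lost without any 1 of the arrays of 12 to 48 h. Of lists, plasma cells (median 0.65), innate lymphoid cells of type ILC3 (0.38), the unfolded protein response (0.24), DC maturation (0.13), T cells (0.25), inflammatory cytokines (0.10) and the paper's DC table (0.05) were higher by camera, and B cells (-0.19), neutrophils (-0.27), proliferation (-0.06) and genes induced by IFN-γ (-0.06) lower. None of these lists was called with an estimated correlation. From fry, which tests whether the genes of a list move on balance one way, the plasma cell list had an adjusted p = 0.246. At single time points some lists went the other way. At 0 h the median difference was 0.13 for genes induced by IFN-γ (11 of 16 higher) and 0.06 for proliferation. It was -0.03 there for DC maturation and -0.09 for the paper's DC table (25 of 40 lower). At 24 h it was 0.05 for B cells (9 of 12 higher). The neutrophil list kept its direction but was near 0 at 24 h (-0.01, against -0.71 at 0 h).

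Of the cytokines that the paper discusses as regulators or products of the LPS response, Il10 (log2 change 3.47), Il15 (1.49) and Il6 rose over 12 to 48 h of LPS, and Il18 (-3.42) and Il12b (-0.77) fell, in both genotypes together by limma; Il12a was at 0.68 on the PLIER scale (a call lost without the RasGRP4-null array of 0 h) and -0.25 on the GAPDH-normalized scale. Tnf had a change of 0.14 (adjusted p = 0.346), and -0.86 on the GAPDH-normalized scale. None of these passed limma's test between the genotypes (adjusted p from 0.309 to 0.994, over all genes 20 passed), which does not show that they were alike. The lowest of these belonged to Il10 (log2 difference 0.45). Its PLIER value at 12 h was lower in RasGRP4-null than in WT cells (194.3 and 226.4). In the same order the values were 540.5 and 314.0 at 24 h, 846.7 and 467.2 at 36 h and 698.0 and 441.2 at 48 h. Of 13 genes of TLR4 signalling 7 rose and 3 fell, among them Ticam1 (1.38) and the co-receptor Cd14 (-1.51), and the list was not called (camera adjusted p = 0.875; median 0.49, and -0.53 on the GAPDH-normalized scale). Lists not called by camera for the mean of 12 to 48 h had medians of 1.21 (B cell activation), 0.18 (B cells), -0.22 (T cells), -0.07 (NK cells), 1.31 (factors that activate NK cells), -0.06 (inflammatory cytokines), 0.08 (plasmacytoid DCs), 0.76 (plasma cells), -0.28 (stem and progenitor cells), 0.48 (ILC3), 0.62 (mast cells), 0.06 (basophils), -0.06 (megakaryocytes), 0.81 (unfolded protein response) and 0.04 (the paper's DC table, 13 of 40 higher and 14 lower). On the GAPDH-normalized scale the lists of B cell activation (median 0.31) and of factors that activate NK cells (0.57) were called (camera adjusted p = 0.00227 and 3.1e-04). At 24 h alone T cells (median -0.59, 0 of 9 higher and 5 lower) and the paper's DC table (-0.13, 10 of 40 higher and 15 lower, 11 and 15 when adjusted over the list alone) were lower by camera (adjusted p = 0.0146 and 0.0357), calls that were lost with an estimated correlation (adjusted p = 0.506 with an estimated correlation). The mean had the other sign than the median for B cells (-0.38), inflammatory cytokines (0.55) and plasmacytoid DCs (-0.10).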
